# Hypoxia represses pattern-triggered immune responses in Arabidopsis

**DOI:** 10.1093/plphys/kiae432

**Published:** 2024-08-19

**Authors:** Brian C Mooney, Catherine M Doorly, Melissa Mantz, Pablo García, Pitter F Huesgen, Emmanuelle Graciet

## Abstract

Biotic and abiotic stresses frequently co-occur in nature, yet relatively little is known about how plants coordinate the response to combined stresses. Protein degradation by the ubiquitin/proteasome system is central to the regulation of multiple independent stress response pathways in plants. The Arg/N-degron pathway is a subset of the ubiquitin/proteasome system that targets proteins based on their N-termini and has been specifically implicated in the responses to biotic and abiotic stresses, including hypoxia, *via* accumulation of group VII ETHYLENE RESPONSE FACTOR (ERF-VII) transcription factors that orchestrate the onset of the hypoxia response program. Here, we investigated the role of the Arabidopsis (*Arabidopsis thaliana*) Arg/N-degron pathway in mediating the crosstalk between combined abiotic and biotic stresses using hypoxia treatments and the flg22 elicitor of pattern-triggered immunity (PTI), respectively. We uncovered a link between the plant transcriptional responses to hypoxia and flg22. Combined hypoxia and flg22 treatments showed that hypoxia represses the flg22 transcriptional program, as well as the expression of pattern recognition receptors, mitogen-activated protein kinase (MAPK) signaling and callose deposition during PTI through mechanisms that are mostly independent from the ERF-VIIs. These findings improve our understanding of the tradeoffs between plant responses to combined abiotic and biotic stresses in the context of our efforts to increase crop resilience to global climate change. Our results also show that the well-known repressive effect of hypoxia on innate immunity in animals also applies to plants.

## Introduction

A key question in biology is “how do organisms perceive and respond to environmental cues, as well as stresses?”. While much has been learned about plant responses to individual cues and stresses, the question of how plants integrate information from multiple, combined, stresses to trigger a coordinated response has come to the forefront due to the negative impact of global climate change on crop yields. Studies have shown that the transcriptional response programs to combined stresses can differ considerably from those of the respective individual stresses (Rasmussen et al. 2013; Suzuki et al. 2014; Tan et al. 2023). However, relatively little is known about the mechanisms underpinning such differential transcriptional outputs. The ubiquitin/proteasome system is a key player in coordinating the crosstalk between stress response pathways [reviewed in (Sadanandom et al. 2012; Stone 2014; Miricescu et al. 2018)] by regulating, for example, the stability of transcriptional regulators that coordinate the crosstalk between phytohormone signaling pathways, such as ethylene/jasmonic acid or jasmonic acid/salicylic acid signaling (Pauwels et al. 2015; Nagels Durand et al. 2016; Miricescu et al. 2018; Wang et al. 2022). The N-degron pathways are a subset of the ubiquitin/proteasome system that target substrate proteins for degradation based on their N-termini [reviewed in (Dissmeyer 2019; Varshavsky 2019)]. These pathways have been specifically implicated in the responses to a wide range of biotic and abiotic stresses (de Marchi et al. 2016; Gravot et al. 2016; Vicente et al. 2017, 2019; Miricescu et al. 2018; Till et al. 2019). However, their roles (and that of their substrates) in the regulation of the crosstalk between abiotic/biotic stress response pathways have not been examined.

The arginylation-dependent Arg/N-degron pathway requires the sequential activity of several enzymatic components to modify the N-terminus of substrate proteins before degradation (Fig. 1A). As some of these components are oxygen-dependent, the pathway functions as a de facto oxygen sensor that suppresses hypoxia responses in oxygenated conditions *via* the turnover of group VII ETHYLENE RESPONSE FACTOR (ERF-VII) transcription factors, which act as master regulators of the hypoxia response program (Mustroph et al. 2009; Gibbs et al. 2011; Licausi et al. 2011; Reynoso et al. 2019). Other transcriptional regulators, such as LITTLE ZIPPER 2 (ZPR2) and VERNALIZATION2 (VRN2), are also targeted for degradation by the Arg/N-degron pathway in an oxygen-dependent manner (Gibbs et al. 2018; Weits et al. 2019; Labandera et al. 2021). In the case of ERF-VIIs (as well as ZPR2 and VRN2), the N-terminal cysteine (Cys) residue of the proteins is oxidized by PLANT CYSTEINE OXIDASE enzymes (PCOs) (Weits et al. 2014; White et al. 2017, 2020), followed by the conjugation of arginine (Arg) to their N-terminus by so-called Arg-transferases [ATE1 and ATE2 in Arabidopsis (*Arabidopsis thaliana*)] (Graciet et al. 2009; Zubrycka et al. 2023). This N-terminal Arg (a destabilizing residue) is an N-degron that can be recognized by the PROTEOLYSIS6 (PRT6) E3 ubiquitin ligase, resulting in the degradation of the target proteins (Garzon et al. 2007; Dissmeyer 2019; Holdsworth et al. 2020; Zubrycka et al. 2023). Arabidopsis *ate1 ate2* (noted *a1a2*) and *prt6* mutants accumulate the ERF-VII transcription factors and consequently display a constitutive activation of the hypoxia response program (Gibbs et al. 2011).

**Figure 1.**
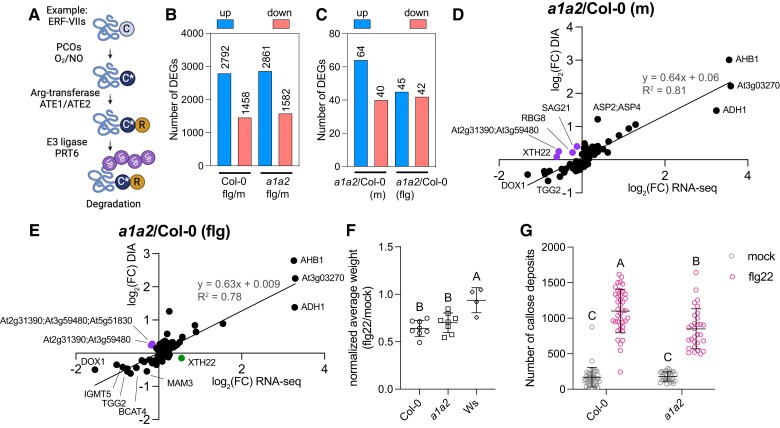
Response of *a1a2* mutant and wild-type Col-0 seedlings to flg22. **A)** The oxygen-dependent Arg/N-degron pathway. O_2_: oxygen; NO: nitric oxide: C*: oxidized cysteine; R: arginine; Ub: ubiquitin; ERF-VIIs: group VII ETHYLENE RESPONSE FACTOR; ATE: Arg-transferase; PRT6: PROTEOLYSIS6. **B)** Number of up- and downregulated DEGs when comparing flg22 to mock-treated samples (flg/m) for wild-type (Col-0) and *a1a2* (a1a2) mutant seedlings. **C)** Number of up- and downregulated DEGs when comparing *a1a2* to wild-type Col-0 seedlings, either mock [*a1a2*/Col-0 (m)] or flg22-treated [*a1a2*/Col-0 (flg)]. **D)** Comparison of differential protein accumulation and differential gene expression in mock-treated Col-0 and *a1a2* seedlings. **E)** Comparison of differential protein accumulation and differential expression in flg22-treated Col-0 and *a1a2* seedlings. **D** and **E)** Purple: lower mRNA levels and higher protein accumulation in *a1a2* compared with the wild-type. Green: higher expression in *a1a2* seedlings, but lower protein levels in this mutant compared to the wild-type. The log_2_ of the fold-changes (FC) are shown. DIA, Data Independent Acquisition mode. **F)** Seedling growth inhibition assays. Ws, Wassilewskija [flg22-insensitive control (Zipfel et al. 2004)]. Means and standard deviations are shown from eight independent replicates (eight seedlings/genotype/replicate). Results of statistical tests are shown using the compact letter display (CLD) format after one-way ANOVA with Tukey's multiple comparison. Statistical significance: *P*-value < 0.05. **G)** Quantification of callose deposits following flg22 treatment. Means and standard deviations from four and three biological replicates are shown for Col-0 and *a1a2*, respectively, with five seedlings/replicate/condition. The results of two-way ANOVA and Tukey's multiple comparison tests are shown using CLD. Statistical significance: *P*-value < 0.05. Gray symbols (left), mock-treated samples; pink symbols (right), flg22-treated seedlings.

The Arg/N-degron pathway has also been implicated in the response of plants to biotic stresses, with varying susceptibility/resistance phenotypes (de Marchi et al. 2016; Gravot et al. 2016; Till et al. 2019; Vicente et al. 2019). The *a1a2* and *prt6* mutants were found to be more susceptible to clubroot gall caused by the biotrophic protist pathogen *Plasmodiophora brassicae*, and this susceptibility was dependent on the accumulation of the ERF-VIIs in the Arg/N-degron pathway mutant backgrounds (Gravot et al. 2016). Alternatively, overexpression of some ERF-VIIs in Arabidopsis correlates with increased resistance to the necrotrophic fungus *Botrytis cinerea* (Zhao et al. 2012). This points to a potential double role of ERF-VIIs in the regulation of hypoxia response and plant defenses against pathogens, but their role in plant innate immune pathways or in the crosstalk between hypoxia response and plant immunity have not been explored in detail.

Considering that Arg/N-degron pathway mutants display altered defenses against a range of pathogens with different lifestyles, one hypothesis is that a core aspect of the plant innate immune response, such as pattern-triggered immunity (PTI), is mis-regulated in these mutants. The onset of PTI relies on the detection of conserved Pathogen-Associated Molecular Patterns (PAMPs) at the cell surface by Pattern Recognition Receptors (PRRs) and triggers a transcriptional reprogramming to activate defense-related genes. Here, using flg22 (derived from bacterial flagellin) as a model PAMP and elicitor of PTI, we sought to determine if (i) the Arg/N-degron pathway contributes to the regulation of PTI; (ii) ERF-VIIs play a role in PTI; and (iii) there is a crosstalk between plant responses to hypoxia and to flg22, which could be regulated by the ERF-VIIs. Our transcriptomic analyses of *a1a2* and wild-type seedlings in response to flg22 treatment suggested a transcriptional link between hypoxia response and PTI. The use of combined hypoxia/flg22 treatments further showed that hypoxia represses flg22 transcriptional responses, as well as multiple aspects of PTI, such as mitogen-activated protein kinase (MAPK) signaling and callose deposition, through mechanisms that are largely independent from the ERF-VIIs. In sum, our data reveal that simultaneous exposure to hypoxia and flg22 has a repressive effect on PTI, which is analogous to the repression of innate immunity by hypoxia in macrophages (Taylor and Colgan 2017). This finding is also of relevance to the tradeoffs between plant responses to abiotic and biotic stresses in our efforts to increase crop resilience to mitigate the yield losses caused by global climate change.

## Results

### Transcriptomic response of *a1a2* seedlings to flg22

To explore whether the Arg/N-degron pathway plays a role in the regulation of PTI, we first used RNA-sequencing (RNA-seq) to compare the genome-wide expression changes of *a1a2* and wild-type seedlings treated with 1 *µ*M flg22 for 1 h (Supplementary Fig. S1A). When comparing flg22 to mock-treated seedlings (flg/m), the total number of differentially expressed genes (DEGs; adj. *P*-value < 0.05 and |log_2_(FC)|>0.585) was similar in wild-type (Col-0) and in *a1a2* seedlings (∼4,400 DEGs), as well as the number of up- and downregulated genes (∼2,800 upregulated and ∼ 1,500 downregulated genes) (Fig. 1B). Our two datasets had a large overlap with a previously published transcriptomic dataset obtained under similar experimental conditions (Supplementary Fig. S1B). PTI-associated Gene Ontology (GO) terms were over-represented among the DEGs in wild-type and in *a1a2* seedlings after flg22 treatment (e.g. “innate immune response”, “response to salicylic acid stimulus”, “callose deposition in cell wall”, “MAPKKK cascade”, or “response to oxidative stress”) (Supplementary Fig. S1C and Data Set 1). Differences in the flg22 transcriptional response of the *a1a2* mutant compared to the wild-type were also found, with 700 and 507 DEGs being specific to either *a1a2* or the wild-type, respectively (Supplementary Fig. S1B). Neither of these sets of DEGs are enriched for specific GO biological process categories, suggesting that they comprise genes associated with a wide range of functions. We also tested whether there were differences in the amplitude of gene expression changes in DEGs that were common to the two genotypes and found that in response to flg22, the directionality and amplitude of gene expression changes were comparable in *a1a2* and Col-0 (Supplementary Fig. S1D).

For a more stringent comparison between *a1a2* and wild-type seedlings, we re-analyzed the RNA-seq data by comparing directly the two genotypes under either mock (*a1a2*/Col-0 (m)) or flg22 treatment (*a1a2*/Col-0 (flg)) (cutoffs applied: adj. *P*-value < 0.05 and |log_2_(FC)|>0.585). This analysis revealed 104 DEGs in *a1a2*/Col-0 (m) and 97 DEGs for *a1a2*/Col-0 (flg) (Fig. 1C). A GO analysis of all DEGs in *a1a2 versus* wild-type seedlings retrieved GO categories related to known functions of the Arg/N-degron pathway (Supplementary Fig. S1E and Data S2), including “response to hypoxia”, “regulation of seed germination”, “regulation of lipid metabolic process” and “glycoside metabolic process” (Holman et al. 2009; Gibbs et al. 2011, 2014; de Marchi et al. 2016; Zhang et al. 2018). The directionality of the gene expression changes was also as expected, with the expression of several known hypoxia response genes being constitutively induced in mock-treated *a1a2* (Supplementary Fig. S1F). Of the DEGs identified in both *a1a2*/Col-0 datasets, 59 were differentially expressed in *a1a2* independently of the flg22 treatment (Supplementary Fig. S1G) and these common DEGs were associated with GO categories known to be constitutively mis-regulated in *a1a2* mutants, such as “protein arginylation” and “response to hypoxia” (Holman et al. 2009; Gibbs et al. 2011; de Marchi et al. 2016). Relatively few genes (28) were specifically mis-regulated in the *a1a2* mutant in response to flg22 (Supplementary Fig. S1G). For a subset of these genes, we validated that the transcriptional mis-regulation was dependent on the loss of Arg-transferase activity in *a1a2* by using a rescue line (Graciet et al. 2009) with the *ATE1* genomic locus re-introduced to the *a1a2* background (Supplementary Fig. S1H). Based on the RNA-seq data, the majority (22) of these 28 DEGs had lower expression in *a1a2* compared to the wild-type after flg22 treatment (Supplementary Fig. S1I), with several having known functions in the regulation of plant defenses against pathogens (e.g*. PLANT DEFENSIN2.1* (*PDF2.1*); *VEGETATIVE STORAGE PROTEIN1* (*VSP1*); *CYSTEINE-RICH RLK25* (*CRK25*); *CHITINASE A* (*CHIA*)). Six of these genes were instead expressed at higher levels in *a1a2* compared with the wild-type after flg22 treatment.

The *a1a2* mutant is expected to accumulate Arg/N-degron pathway substrates, which could result in protein abundance differences without transcriptional changes. We hence also conducted a proteomic comparison of *a1a2* and wild-type seedlings: 74 proteins accumulated differently in at least one of the four comparisons (*a1a2* (flg/m); Col-0 (flg/m); *a1a2*/Col-0 (m) or *a1a2*/Col-0 (flg); cutoff applied: multisample ANOVA with permutation-based FDR < 0.05, followed by Tukey´s *post-hoc* test with FDR < 0.05) (Supplementary Data Set 3). A comparison of the fold-changes in the proteomic and RNA-seq datasets indicated a positive correlation (Fig. 1, D and E). This included proteins/genes upregulated by hypoxia response (e.g. ADH1 and HB1), and proteins involved in glucosinolate biosynthesis (e.g. BCAT4, TGG2, IGMT5), which were found to be less abundant in *a1a2* in agreement with their lower expression (de Marchi et al. 2016). A small number of proteins/genes behaved differently in the mock-treated *a1a2* mutant compared to the wild-type, with some having known roles in plant defense [e.g*. SENESCENCE-ASSOCIATED GENE 21* (*SAG21*) (Salleh et al. 2012)].

Finally, we examined whether the transcriptional differences identified between flg22-treated *a1a2* and wild-type seedlings could be sufficient to affect PTI. We first tested the effect of prolonged flg22 exposure using seedling growth inhibition (Fig. 1F) and root growth inhibition assays (Supplementary Fig. S1J). Both indicated that the *a1a2* mutant and the wild-type were affected in a similar manner by flg22. The production of apoplastic reactive oxygen species (ROS) upon flg22 treatment was also not affected in the *a1a2* mutant compared to the wild-type (Supplementary Fig. S1K). In contrast, callose deposition assays showed that *a1a2* was negatively affected for callose deposition in response to flg22 treatment (Fig. 1G). This could be a consequence of (i) reduced upregulation of *GLUCAN SYNTHASE-LIKE5* (*GSL5*), an important callose synthase during flg22 response (Luna et al. 2011), in *a1a2* seedlings (log_2_(flg/m) = 0.815) compared to the wild-type (log_2_(flg/m) = 1.023); or (ii) *a1a2* having lower levels of glucosinolates (de Marchi et al. 2016), which are important for callose biosynthesis (Clay et al. 2009). Alternatively, the constitutive activation of hypoxia response in *a1a2* could also contribute to the decreased callose deposition phenotype [e.g. callose content changes upon hypoxia treatment of wheat seedlings (Subbaiah and Sachs 2001; Albrecht and Mustroph 2003)].

### Hypoxia and flg22 transcriptional response programs overlap

Our data suggest a potential connection between hypoxia and flg22 responses. The RNA-seq analysis also revealed that genes associated with the GO categories “response to oxygen levels” and “response to hypoxia” were enriched among flg22-responsive genes in the wild-type (Col-0 flg/m) and in *a1a2* (*a1a2* flg/m) (Fig. 2A and Supplementary Data Set 1). We carried out a similar GO analysis using (i) the Arabidopsis flg22 response dataset from Denoux *et al*. (2008); and (ii) a dataset composed of conserved flg22-responsive genes across four different species of Brassicaceae (termed “Brassicaceae core PTI”) (Winkelmuller et al. 2021). A similar enrichment for the “response to hypoxia” and “response to oxygen levels” was found (Fig. 2A), with several hypoxia-related DEGs common to at least two datasets showing the same directionality of expression changes (Supplementary Fig. S2A). In our Col-0 flg/m dataset, DEGs found in these GO categories included *ERF73/HRE1* (AT1G72360), *ERF71/HRE2* (AT2G47520), *HEMOGLOBIN1* (*HB1*; AT2G16060) and *Alanine AMINOTRANSFERASE1* (*AlaAT1*; AT1G17290), as well as *ENHANCED DISEASE SUSCEPTIBILITY 1* (*EDS1;* AT3G48090) and *PHYTOALEXIN DEFICIENT 4* (*PAD4;* AT3G52430) (Supplementary Fig. S2B).

**Figure 2.**
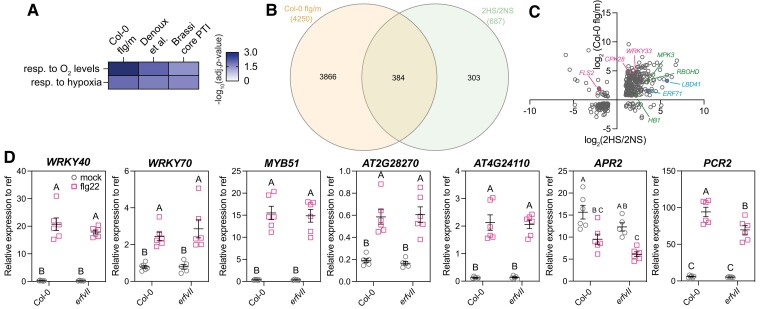
Overlap between the flg22 and hypoxia transcriptional response programs. **A)** Enrichment for GO categories associated with oxygen (O_2_) levels in different datasets: Col-0 flg/m (this study); Denoux *et al.* (2008) and Brassicaceae core PTI (Winkelmuller et al. 2021). The -log_10_ of the corrected *P*-values are shown for the GO categories “response (resp.) to oxygen levels” (GO#70482) and “response (resp.) to hypoxia” (GO#1666). See also Supplementary Data Set 1 for a complete list of GO categories and number of DEGs in each GO category. **B)** Overlap between flg22 response genes identified in Col-0 and differentially regulated genes after 2 h of hypoxia (2HS/2NS; O_2_ < 2%; cutoff applied: |log(FC)| > 1.0 and FDR < 0.05) (Lee and Bailey-Serres 2019). **C)** Comparison of the directionality and amplitude of gene expression change for the 384 genes common to Col-0 flg/m and 2HS/2NS. Pink, selected genes known to regulate PTI; blue, selected genes with well-known functions in hypoxia response; green, selected genes with established roles in the regulation of both PTI and hypoxia response. **D)** Expression analysis using RT-qPCR of selected genes regulated by both hypoxia and flg22 treatments in wild-type Col-0 and *erfVII* quintuple mutant seedlings mock and flg22-treated. Mean and SEM from six biological replicates are shown. The results of two-way ANOVA and Tukey's multiple comparison tests are shown using CLD. Statistical significance: *P*-value < 0.05. Gray circles (left): mock-treated samples; pink squares (right): flg22-treated seedlings.

The overlap between the transcriptional responses to flg22 and to hypoxia was further explored by comparing our Col-0 flg/m dataset with a list of hypoxia responsive genes in 7-day old Arabidopsis seedlings treated with 2 h of hypoxia (O_2_ < 2%) compared to normoxia (|log_2_(FC)|>1.0 and FDR < 0.05) (Lee and Bailey-Serres 2019). This analysis revealed a statistically significant overlap (*P*-value < 10^−4^; *χ*^2^-test) of 384 DEGs (Fig. 2B and Supplementary Fig. S3). The majority of these common DEGs had the same directionality of gene expression change in response to hypoxia and to flg22 (Fig. 2C). This was the case for typical flg22 response genes (e.g*. WRKY33* or *CPK28*), hypoxia response genes (e.g*. LBD41* or *HRE2/ERF71*), and genes known to be involved in both response pathways (e.g*. RBOHD, MPK3,* or *HB1*). One notable exception was *FLS2*, which codes for the flg22 PRR, and whose transcription was repressed under hypoxia, while being upregulated upon flg22 treatment. GO analysis of the 384 common DEGs indicated an enrichment for genes associated with defense-related processes (e.g. “defense response by callose deposition”, “indole glucosinolate metabolic process” or “defense response”) and the response to oxygen levels (Supplementary Data Set 4). There was also an over-representation of response genes to other abiotic stresses (e.g. osmotic stress, temperature), and to stress-related hormone signaling pathways (i.e. ethylene, salicylic acid, and jasmonic acid).

To determine if the overlap of hypoxia and flg22 responses could be a conserved feature of the flg22 transcriptional response program, we also compared the Brassicaceae core PTI dataset (Winkelmuller et al. 2021) and hypoxia response genes (Lee and Bailey-Serres 2019). A statistically significant overlap (*P*-value < 10^−4^; *χ*^2^-test) of 118 DEGs was found (Supplementary Fig. S2C), and similarly to the comparison with our Col-0 flg/m dataset, most common genes had the same directionality of gene expression change (Supplementary Fig. S2D). Hence, the common regulation of a subset of hypoxia and flg22 response genes appears to be a conserved feature, at least within the Brassicaceae family.

Because the ERF-VII transcription factors are the master regulators of the transcriptional response program to hypoxia, we explored whether the common regulation of some genes by both flg22 or hypoxia requires the ERF-VIIs. To this end, the expression of a subset of genes was determined in Col-0 and in an *erfVII* quintuple mutant (Abbas et al. 2015) following mock or flg22 treatment (Fig. 2D). The selected genes were differentially expressed in the 2HS/2NS dataset (Lee and Bailey-Serres 2019) and in our Col-0 flg/m dataset, and either (i) responded more strongly in *a1a2* flg/m compared Col-0 flg/m; or (ii) were already significantly upregulated in mock-treated *a1a2* (possibly because of the ERF-VII accumulation). This analysis indicated that the regulation of some hypoxia response genes by flg22 treatment is likely not ERF-VII-dependent.

### Hypoxia represses the flg22 transcriptional response program

To examine the potential crosstalk between hypoxia and flg22 responses, the genome-wide expression changes that occur under individual (hypoxia or flg22) and combined hypoxia/flg22 treatments were determined in wild-type Col-0 seedlings. 

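RNA was sequenced from wild-type Col-0 Arabidopsis seedlings in 4 groups of 3 biological replicates each: normoxia/mock (NM), hypoxia/mock (HM), normoxia/flg22 (NF) and hypoxia/flg22 (HF). Each of the 12 samples was made from 5 seedlings of 10 days, and all treatments lasted 1 h. The peptide flg22, a fragment of bacterial flagellin that is recognized by the receptor kinase FLS2, was applied at 100 nM. The authors filtered the reads with SOAPnuke, mapped them with HISAT to a reference genome whose build is not named in the text, and deposited an estimated read count per gene without normalization. The text does not name the counting tool. Because 2.3% of the deposited values were not whole, all values were rounded to whole numbers before testing. The total count per sample ranged from 21455888 to 21554050 in NM (median 21511194), from 21493820 to 21544395 in HM (median 21510234), from 21442523 to 21511750 in NF (median 21451691) and from 21307650 to 21540365 in HF (median 21433252). Depth therefore differed little between groups, but composition did, with TMM normalization factors from 0.828 (HF replicate 2) to 1.23 (NM replicate 1).

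Of the 23396 genes listed, 20074 passed a minimum count of 10 (edgeR's filterByExpr) and were tested with edgeR's quasi-likelihood test in a single fit of all 12 samples. DEGs were called with the paper's cutoffs, a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change (log2FC) above 0.585. The biological coefficient of variation was 0.362. No pair of replicates was a repeat of the same library, since their counts differed by 30.2 to 193 times what sampling noise allows (chi-square divided by its degrees of freedom). Samples with the same replicate number deviated together from their group means: over all tested genes, their deviations had a mean Pearson's r of 0.399, against -0.198 for samples with different numbers. HF replicate 3 was an exception, with r of -0.009, -0.047 and -0.111 to the replicate 3 samples of NM, HM and NF and of 0.303, 0.255 and 0.276 to their replicate 1 samples. The fit was therefore repeated with the replicate number as a block, which lowered the coefficient of variation to 0.237. On counts simulated at the dispersion of these samples, edgeR fitted on all 12 samples recovered 66.5% of 200 genes changed by 2 on the log2 scale and called 10 unchanged genes, whereas DESeq2 fitted on the 2 groups compared recovered 88.5% and called 93 unchanged genes. The simulated counts held no difference between replicate numbers, unlike the real ones. They therefore do not show how many of the real calls are false or missed.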

We focused on a relatively short 1 h treatment that enabled monitoring of the onset of both flg22 and hypoxia responses (Supplementary Fig. S4A). 

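The response to 1 h of hypoxia was compared with a published list of 687 genes whose expression rose or fell in seedlings after 2 h of hypoxia, as given in the paper's supplementary data. All 687 genes were matched by locus, and 653 were tested. No gene passed both cutoffs in HM vs NM, so no DEG could be placed on the list, although 1191 genes had an unadjusted p-value under 0.05. When the adjustment was made over the 653 listed genes alone, 110 had an adjusted p-value under 0.05 in HM vs NM (edgeR's quasi-likelihood test), and 105 of these were upregulated; with the replicate number as a block, 186 did. Over all genes, the block gave 13 DEGs, and 6 of them were on the list, all changed in the listed direction (two-sided Fisher's exact test, p = 1.63e-06). Same-numbered HM and NM samples deviated together with a mean r of 0.513. With DESeq2 fitted on the HM and NM samples only, 77 of 151 DEGs were on the list, and 76 of these changed in the listed direction (two-sided Fisher's exact test, p = 6.37e-78). The direction of the listed genes was also examined without a cutoff. The 425 tested genes that rose in the published list had a median log2FC of 0.94 in HM vs NM, with medians of 1.59, 0.44 and 0.55 in the pairs of replicates 1, 2 and 3, and 62.4% of them rose in all 3 pairs. Of all tested genes, 23.5% rose in all 3 pairs, and 12.5% would by chance if the pairs were independent. The 228 genes that fell in the published list had a median log2FC of -0.35, and 43.0% of them fell in all 3 pairs. The published flg22 list was not used here, since only part of it was at hand.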

The DEGs (cutoffs: adj. *P*-value < 0.05 and |log_2_(FC)|>0.585) identified under individual hypoxia (HM vs NM; hypoxia/mock vs normoxia/mock) or flg22 (NF vs NM; normoxia/flg22 vs normoxia/mock) treatments compared with untreated seedlings overlapped with those obtained in other similar published datasets (Denoux et al. 2008; Lee and Bailey-Serres 2019) (Supplementary Fig. S4, B and C), and retrieved an enrichment for expected GO categories (Supplementary Data Set 5). Analysis of the number of DEGs indicated that flg22 treatment alone induced greater transcriptional changes (NF vs NM; 1906 DEGs) than hypoxia alone (HM vs NM; 145 DEGs), likely because of the short 1 h treatment (Fig. 3A). 

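In NF vs NM, 1419 DEGs were found, of which 1291 were upregulated and 128 downregulated. In HM vs NM, no gene passed the cutoffs, with 1191 genes at an unadjusted p-value under 0.05 (779 up and 412 down). This balance was 528 up and 812 down without HM replicate 1, and 564 up and 551 down when only library size was used for scaling, a setting chosen after the data were seen. The smallest adjusted p-value in HM vs NM was 0.0578, and it was shared by 6 genes, among them the hypoxia response genes LBD41 and ERF73. LBD41 (AT3G02550) rose from 18.4 ± 4.93 normalized counts (CPM, scaled to the effective library size) in NM to 582 ± 241 CPM in HM (SD, n = 3), with a log2FC of 4.99 (SE 0.66) and a higher value in every HM sample than in any NM sample. ERF73 (AT1G72360) rose from 14.0 ± 2.33 to 73.2 ± 19.7 CPM (SD, n = 3), with a log2FC of 2.39 (SE 0.32), again without overlap between the groups. With the replicate number as a block, there were 13 DEGs in HM vs NM (12 up and 1 down) and 2315 in NF vs NM (1823 up and 492 down). The deviations of same-numbered samples had a mean r of 0.513 in HM and NM and of 0.529 in NF and NM. Under the block, the adjusted p-values of LBD41 and ERF73 were 0.036 and 0.0428 (edgeR's quasi-likelihood test). The number of DEGs in HM vs NM moved most with the test: DESeq2 gave 151 when fitted on the HM and NM samples, 166 when fitted on all 12 samples and 472 when the block was added, a setting chosen after the data were seen. NF vs NM had more DEGs than HM vs NM in each of these fits (1935, 1970 and 2855 with DESeq2). The largest falls in NF vs NM that were seen in all 3 same-numbered pairs were those of AT5G11070 (log2FC -2.52, SE 0.40, adjusted p = 0.00342), AT2G21210 (log2FC -2.39, SE 0.34, adjusted p = 0.00264) and AT1G66180 (log2FC -2.37, SE 0.45, adjusted p = 0.00816). Among the largest rises, AT4G18540, AT3G43250 and AT4G37290 had no count in any NM sample, so no fold change is given, and their means in NF were 15.5 ± 11.1, 10.9 ± 3.35 and 8.88 ± 4.83 CPM (SD, n = 3).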

Combining hypoxia/flg22 resulted in even larger transcriptional changes (HF vs NM; 2612 DEGs) than flg22 treatment alone (Fig. 3A). 

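HF vs NM gave 2095 DEGs, of which 1576 were upregulated and 519 downregulated. With the replicate number as a block, the count was 3362 (2211 up and 1151 down), where same-numbered HF and NM samples deviated together with a mean r of 0.366. The share of upregulated genes depended on normalization. It was 75.2% with TMM factors and 46.2% when only library size was used, a setting chosen after the data were seen, under which the median log2FC of all genes in this comparison fell by 0.28. Among the genes with the largest falls in all 3 pairs, AT4G38860 decreased by 5.25 on the log2 scale (SE 1.29, adjusted p = 0.0237), with only 0, 2 and 4 counts in the HF samples. BBX14 (AT1G68520) went from 98.3 ± 38.3 CPM in NM to 6.90 ± 2.43 CPM in HF (SD, n = 3), a log2FC of -3.83 (SE 0.63, adjusted p = 0.00322). YUC2 (AT4G13260) fell from 2.66 ± 0.55 to 0.19 ± 0.08 CPM (SD, n = 3), a log2FC of -3.76 (SE 0.97, adjusted p = 0.0304). AT4G04480 and SRO4 (AT3G47720) had at most 1 count in any NM sample and reached 36.4 ± 16.6 and 10.1 ± 9.30 CPM in HF (SD, n = 3).

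HF and NF were also compared directly. In this comparison, no gene passed the cutoffs, with 992 genes at an unadjusted p-value under 0.05 (461 higher and 531 lower in HF) and a smallest adjusted p-value of 0.0575. This balance was 290 higher and 736 lower when only library size was used for scaling, a setting chosen after the data were seen. The block gave 21 DEGs in HF vs NF (17 higher and 4 lower in HF) at a mean r of 0.315 for same-numbered HF and NF samples, and DESeq2 fitted on the 2 groups gave 144 (110 higher and 34 lower). LBD41 was 3.91 higher in HF than in NF on the log2 scale (SE 0.62, adjusted p = 0.0978 without and 0.0489 with the block, edgeR's quasi-likelihood test). HF vs HM gave 879 DEGs, and 1915 with the block, where the mean r of same-numbered HF and HM samples was 0.281.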

A comparison of the three datasets showed a large overlap between the responses to flg22 alone (NF vs NM) and to combined hypoxia/flg22 treatment (HF vs NM; 1601 DEGs in common), and a smaller overlap between hypoxia and combined hypoxia/flg22 treatments (131 DEGs) (Fig. 3B). In addition, 59 genes were commonly differentially expressed in all conditions, with an over-representation of genes associated with metabolic processes (e.g. “response to carbohydrate stimulus”), hormone signaling [ethylene, abscisic acid (ABA), and brassinosteroids], immunity (“response to chitin”) and development (“root hair elongation” or “developmental maturation”) (Supplementary Data Set 5). 

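NF vs NM and HF vs NM shared 1255 DEGs, of which 1164 were upregulated and 91 downregulated in both. Under the replicate block they shared 1932, with a mean r of same-numbered samples of 0.529 for NF and NM and 0.366 for HF and NM, and DESeq2 fitted on 2 groups at a time gave 1632. All these comparisons use the same 3 NM samples, so that their errors are not independent. HM vs NM and HF vs NM shared no DEG, because HM vs NM had none. The shared count was 12 with the block (mean r 0.513 for HM and NM), 154 with DESeq2 on all samples and 134 with DESeq2 on 2 groups. The 118 genes that the paper lists as upregulated in HM vs NM rose in this fit too, each with an unadjusted p-value under 0.05 and with a median log2FC of 2.11. These genes were called by the paper from the same HM and NM samples, so that their rise in HM follows from the choice. In HF vs NM, 115 of them rose, with a median log2FC of 2.97, and 102 had an adjusted p-value under 0.05. In NF vs NM their median log2FC was 0.81, and 47 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test).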

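Since no gene passed the cutoffs in HM vs NM, none was a DEG in all 3 comparisons in the fit of all 12 samples. There were 3 such genes with the replicate block, where the deviations of same-numbered HM and NM samples had a mean r of 0.513, 61 with DESeq2 fitted on 2 groups at a time and 91 with DESeq2 on all samples. All 59 genes that the paper lists were tested here, and each had an unadjusted p-value under 0.05 in HM vs NM. With the adjustment over all tested genes, 3 of the 59 had an adjusted p-value under 0.1. The 7 genes that the paper's GO table lists under “response to chitin” rose in every comparison, with a median log2FC of 2.51 in HM, 3.90 in NF and 4.39 in HF relative to NM. After adjustment over all genes, none of the 7 had a p-value under 0.05 in HM vs NM, 5 did in NF vs NM and 7 in HF vs NM (edgeR's quasi-likelihood test).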

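The direction of change was taken from the log2FC of the 59 genes in each comparison with NM. It was positive in all 3 comparisons for 53 genes, negative in all 3 for KNAT4 (AT5G11060) and AT5G49170, and mixed for 4. The 53 genes with a positive log2FC rose from NM to HM in each of the 3 same-numbered pairs, by more than 0.585 for 53 genes in pair 1, 49 in pair 2 and 51 in pair 3. As these genes were chosen as DEGs from the same samples, their directions are a description of the list and not an independent test of it.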

Fifty five of these 59 DEGs showed the same directionality of gene expression change irrespective of the stress applied (Supplementary Fig. S4D). For the 53 genes that were upregulated in all conditions (Fig. 3C), the combined hypoxia/flg22 treatment enhanced the amplitude of upregulation (Fig. 3, D and E). 

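For each sample, the log2 CPM of the 53 genes was set against the mean of the 3 NM samples and averaged over the genes, so that the 3 samples of a condition are its replicates. The mean change was 2.15 ± 0.92 in HM, 2.71 ± 0.41 in NF and 3.75 ± 0.24 in HF (SD, n = 3). All 3 HF samples were above all NF and HM samples. HF exceeded NF by 1.04 (1.51, 1.18 and 0.43 in the pairs of replicates 1, 2 and 3) and HM by 1.60 (0.70, 2.75 and 1.34). A two-sided exact permutation test gave p = 0.1 for each of these differences, the smallest p-value that 3 samples against 3 allow. NF and HM could not be told apart (exact permutation test, two-sided p = 0.5), since HM replicate 1 at 3.07 was above all 3 NF samples and HM replicate 2 was at 1.23. The amplitude in HF was smaller than the sum of the changes in HM and NF, by 1.11 on average, and by 1.56, 0.15 and 1.62 in the 3 pairs. The 53 genes had been chosen as DEGs in HM, NF and HF from these same samples. That choice can raise the changes under single stresses, so that this shortfall is a description and not a test. Over single genes, 51 of the 53 had their highest mean in HF. With each sample left out in turn, the difference between HF and NF stayed between 0.82 and 1.22, and that between HF and HM between 1.14 and 2.06. Among the alternatives with all samples, DESeq2 on 2 groups moved a difference most, with 1.37 between HF and HM.

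**Figure D1:**
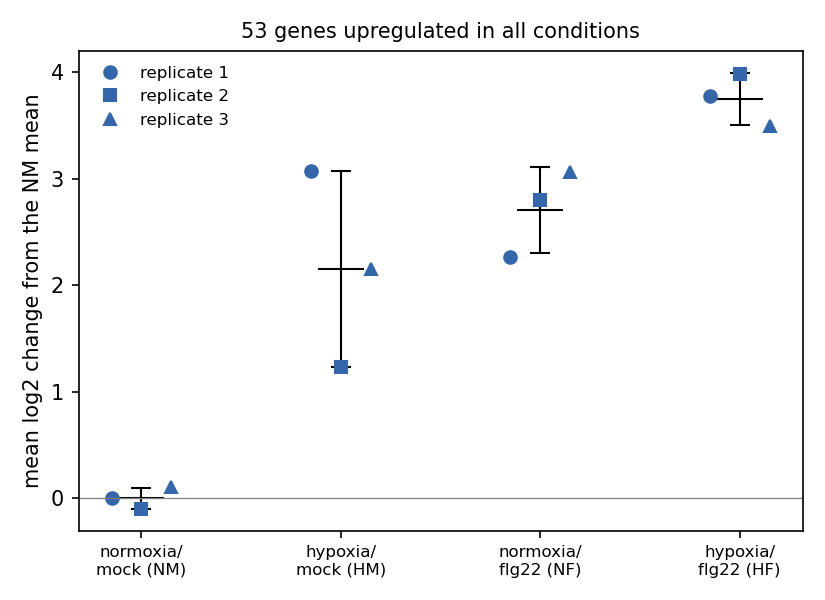
Mean log2 change of the 53 genes in each sample, relative to the mean of the NM samples (y axis), by condition (x axis). Symbols are the 3 replicates, horizontal lines the means and bars the SD; the HF samples lie between 3.49 and 3.98 and the NF samples between 2.27 and 3.06, while HM replicates 1, 2 and 3 are at 3.07, 1.23 and 2.15.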

While there were only two common genes being downregulated (Fig. 3F), the same trend was observed, such that combined hypoxia/flg22 resulted in a stronger repression of these two genes compared to hypoxia or flg22 alone (Fig. 3G).

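KNAT4 had 28.4 ± 3.48 CPM in NM, 11.9 ± 3.13 in HM, 11.4 ± 5.16 in NF and 6.25 ± 3.46 in HF (SD, n = 3). Its log2FC relative to NM was -1.26 in HM (SE 0.44, adjusted p = 0.665), -1.32 in NF (SE 0.44, adjusted p = 0.119) and -2.18 in HF (SE 0.45, adjusted p = 0.01; edgeR's quasi-likelihood test). AT5G49170 was expressed at a low level, with 27.7 counts per sample on average and 2.69 ± 0.39 CPM in NM, 0.90 ± 0.05 in HM, 0.80 ± 0.17 in NF and 0.52 ± 0.26 in HF (SD, n = 3). Its log2FC was -1.57 in HM (adjusted p = 0.392), -1.74 in NF (adjusted p = 0.0182) and -2.35 in HF (adjusted p = 0.00371). With the replicate block, the adjusted p-values of KNAT4 were 0.268, 0.0518 and 0.00496 in HM, NF and HF, and those of AT5G49170 were 0.185, 0.0156 and 0.00329 (mean r of same-numbered samples 0.513, 0.529 and 0.366). With DESeq2 fitted on 2 groups at a time, both genes passed in HM, NF and HF. The adjusted p-values were 0.00421, 0.0084 and 1.72e-05 for KNAT4 and 0.00911, 0.000339 and 9.39e-05 for AT5G49170. With DESeq2 on all samples, those in HM were 0.236 for KNAT4 and 0.00539 for AT5G49170. Averaged over both genes, the change was -1.38 ± 0.24 in HM, -1.53 ± 0.48 in NF and -2.29 ± 0.55 in HF (SD, n = 3). HF was lower than NF by an amount that overlapped the spread of the samples (difference -0.76; exact permutation test, two-sided p = 0.2). The difference between HF and HM was -0.92, and the samples did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). In this average, HF was lower than NF and HM in all 3 same-numbered pairs. For the single genes there were exceptions. KNAT4 was higher in HF than in HM in replicate 1 (9.64 against 8.29 CPM). AT5G49170 was higher in HF than in NF in replicate 3 (0.82 against 0.74 CPM).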

**Figure 3.**
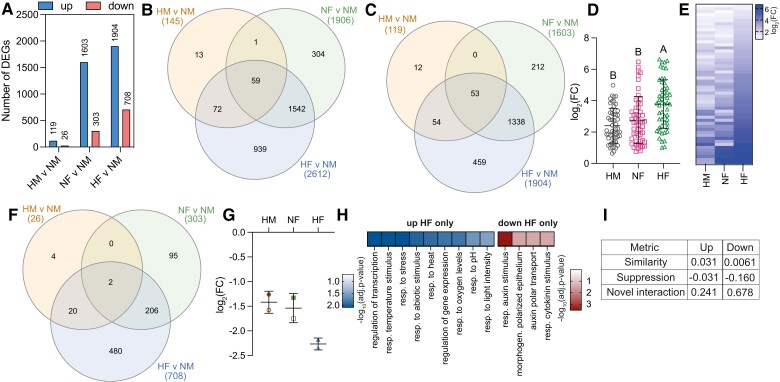
Effects of combined hypoxia/flg22 treatments on genome-wide transcription. **A)** Number of up- and downregulated genes. NM, normoxia/mock; HM, hypoxia/mock; NF: normoxia/flg22; HF, hypoxia/flg22. **B)** Overlap between the three different datasets using all DEGs. **C)** Overlap between the upregulated DEGs in each of the three datasets. **D)** Average expression of the 53 upregulated DEGs common to all three datasets. Error bars: standard deviations; results of statistical tests are shown after one-way ANOVA with Tukey's multiple comparison. Statistical significance: *P*-value < 0.05. Gray circles, hypoxia/mock (HM); pink squares, normoxia/flg22 (NF); green triangles, hypoxia/flg22 (HF). **E)** Heatmap showing the log_2_(FC) in HM, NF, and HF-treated seedlings for the 53 upregulated DEGs common to all three datasets. **F)** Overlap between the downregulated DEGs. **G)** Average expression of the two downregulated DEGs common to all three datasets. Each gene is respectively represented with filled or open symbols. **H)** Selected GO terms enriched (corrected *P*-value < 0.05) amongst uniquely up- and downregulated DEGs upon combined hypoxia/flg22. See Supplementary Data Set 5 for full list of GO terms and number of DEGs in each GO category. **I)** Metrics to characterize the transcriptional interaction between individual (hypoxia or flg22) stresses and combined hypoxia/flg22 treatment (see Supplementary Fig. S4 for calculations).

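In the fit of all 12 samples, 840 genes were DEGs in HF vs NM only, 412 upregulated and 428 downregulated. With the replicate block the number was 1421, where same-numbered samples deviated together with a mean r of 0.366 in HF and NM. Most of these genes also moved in the same direction under a single stress, without reaching the cutoffs. The median log2FC of the 412 upregulated genes was 1.37 in HF, 0.74 in NF and 0.56 in HM, and 275 of them had an unadjusted p-value under 0.05 in NF vs NM. For the 428 downregulated genes, the medians were -1.16 in HF, -0.59 in NF and -0.39 in HM, and 246 had an unadjusted p-value under 0.05 in NF vs NM. When HF and NF were compared directly, none of the 840 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). At an unadjusted p-value under 0.05, 144 of the upregulated genes were higher and 186 of the downregulated genes lower in HF than in NF, and none went the other way, which the choice of genes that passed in HF but not in NF in part determines. Direct testing with the block, where the mean r of same-numbered HF and NF samples was 0.315, found 9 of the 1421 genes, all upregulated and higher in HF. With DESeq2 fitted on 2 groups at a time, 39 of 959 genes differed between HF and NF, 31 upregulated genes that were higher and 8 downregulated genes that were lower in HF. These numbers were 21 and 15 with DESeq2 on all samples, and 54 and 71 when the block was added to DESeq2, a setting chosen after the data were seen. The interaction contrast, which compares the flg22 response in hypoxia with that in normoxia, had a median of -0.017 for the upregulated and -0.15 for the downregulated genes, and it reached an adjusted p-value under 0.05 for none of the 840 (unadjusted p-value under 0.05 for 2 and 5 genes).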

Strikingly, 939 genes were uniquely regulated in response to combined hypoxia/flg22 (HF vs NM), indicating that the combined stress elicits a distinct transcriptional response. GO analysis of these 939 hypoxia/flg22-specific DEGs revealed an enrichment for genes associated with expected defense and phosphorylation-related functional GO categories. 

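Of the 840 genes that were DEGs in HF vs NM only, 51 (6.07%) code for protein kinases by their annotated product, against 4.55% of the 20074 genes tested (odds ratio 1.38, two-sided Fisher's exact test, p = 0.0343, 0.114 after Benjamini-Hochberg adjustment over 10 gene families). Under the replicate block, 88 of 1421 did (odds ratio 1.43, adjusted p = 0.00727; Fisher's exact test), where the mean r of same-numbered HF and NM samples was 0.366. The 48 genes that the paper's GO table lists under phosphorylation for its HF-specific DEGs did not share one direction: 23 rose and the others fell in HF vs NM, with a median log2FC of -0.62.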

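Gene families were taken from the product names in the RefSeq annotation of TAIR10.1, and each share was compared with that among the 20074 tested genes. Transcription factors made up 64 of the 840 HF-only DEGs (7.62%) and 880 of all tested genes (4.38%), an odds ratio of 1.86 (two-sided Fisher's exact test, p = 2.02e-05, 0.000202 after Benjamini-Hochberg adjustment over 10 families). The bHLH family was the largest of those examined, with 13 genes (odds ratio 2.71, p = 0.00209, adjusted p = 0.0104; Fisher's exact test), followed by 9 zinc finger genes (odds ratio 1.83, adjusted p = 0.2), 6 homeobox genes (odds ratio 1.94, adjusted p = 0.2), 6 NAC genes (odds ratio 1.94, adjusted p = 0.2), 4 WRKY genes and 4 bZIP genes. Under the replicate block, 111 of 1421 HF-only DEGs were transcription factors (odds ratio 1.97, Fisher's exact test, p = 2.19e-09), with 19 bHLH, 17 zinc finger and 15 homeobox genes. The mean r of same-numbered HF and NM samples was 0.366. With single samples left out, the odds ratio ranged from 1.73 to 2.23, and with library size in place of TMM factors it was 1.56.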

GO analysis for molecular functions revealed an over-representation of transcription factor-coding genes (Supplementary Data Set 5), with bHLH, Zn finger, and homeobox transcription factors accounting for a larger number of differentially expressed transcription factors (Supplementary Fig. S4E). The expression of these transcription factors was mostly repressed by hypoxia/flg22 treatment, while NAC, WRKY, and bZIP transcription factors were upregulated. In contrast, the 304 DEGs specific to flg22 treatment did not have an over-representation of transcription factor-coding genes, so this appears to be a unique feature of the response program to combined hypoxia/flg22 (Supplementary Data Set 5). 

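Among the HF-only DEGs, 12 bHLH genes were downregulated and 1 upregulated, 7 zinc finger genes were downregulated and 2 upregulated, and 5 homeobox genes were downregulated and 1 upregulated. In the other direction, 4 WRKY genes were upregulated and 0 downregulated, 4 NAC genes were upregulated and 2 downregulated, and 3 bZIP genes were upregulated and 1 downregulated. The numbers per family are small. In the downregulated set, the odds ratio was 5.03 for bHLH genes (adjusted p = 0.00014), 2.82 for zinc finger genes (adjusted p = 0.0422) and 3.21 for homeobox genes (adjusted p = 0.0486; two-sided Fisher's exact test over 10 families). In the upregulated set, no family passed after adjustment (adjusted p = 0.189 for WRKY, 0.246 for NAC and 0.398 for bZIP genes, Fisher's exact test). In the block fit (mean r 0.366 for HF and NM), 16 bHLH, 13 homeobox and 11 zinc finger genes were downregulated and 3, 2 and 6 upregulated, while 7 NAC, 4 WRKY and 5 bZIP genes were upregulated and 2, 0 and 1 downregulated. Without TMM factors, a scaling under which the median log2FC of all genes fell by 0.28 and 1209 of the 1492 genes were downregulated, 2 NAC genes were upregulated and 5 downregulated, and the direction of the other families was the same.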

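In the fit of all 12 samples, 164 genes were DEGs in NF vs NM only, and 9 of them (5.49%) code for transcription factors, against 4.38% of all tested genes (odds ratio 1.27, two-sided Fisher's exact test, p = 0.442). Under the block, 16 of 383 did (odds ratio 0.95, Fisher's exact test, p = 1.0), where same-numbered NF and NM samples had a mean r of 0.529. The difference between this odds ratio and that of the HF-only DEGs was not tested.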

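The paper's GO table lists 21 HF-specific DEGs under “response to auxin stimulus”, of which 20 were tested. In HF vs NM, 17 of the 20 were downregulated, and their median log2FC was -1.51, against -0.68 in NF vs NM and -0.59 in HM vs NM. In the fit of all 12 samples, 5 of the 20 had an adjusted p-value under 0.05 in HF vs NM (edgeR's quasi-likelihood test), and all 20 had an unadjusted p-value under 0.05. None had an adjusted p-value under 0.05 in HF vs NF (unadjusted p-value under 0.05 for 5). The number of genes downregulated in HF vs NM only was 428, and 841 with the replicate block, at a mean r of 0.366 for same-numbered HF and NM samples.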

Separate GO analyses for uniquely downregulated genes upon hypoxia/flg22 revealed an enrichment for terms associated with developmental processes, such as “morphogenesis of polarized epithelium”, including genes associated with phytohormone signaling pathways with roles in cell division and differentiation (i.e. auxin and cytokinin signaling) (Fig. 3H). In contrast, genes that were uniquely upregulated after the combined treatment were enriched for genes associated with stress responses (e.g. response to heat), suggesting that the response to combined stresses could be broader and overlap with that of other individual stresses (Fig. 3H).

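Of the HF-specific DEGs, the paper's GO table lists 25 under “response to temperature stimulus”, and 24 of these were tested. In HF vs NM, 16 of them rose and the others fell, with a median log2FC of 0.95 and an adjusted p-value under 0.05 for 15 genes (edgeR's quasi-likelihood test). Their median log2FC was 0.53 in NF vs NM and 0.48 in HM vs NM, where no gene had an adjusted p-value under 0.05 (unadjusted p-value under 0.05 for 15 and 3 genes). The number of genes upregulated in HF vs NM only was 412, and 580 with the replicate block (mean r 0.366 for HF and NM).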

To further characterize the crosstalk between hypoxia and flg22 responses, we used three metrics established to study the crosstalk between the transcriptional programs to combined abiotic stresses in *Marchantia polymorpha* (Tan et al. 2023) (see also Supplementary Fig. S4F for calculations). Specifically, these metrics allow the quantification of (i) shared aspects of the transcriptional response programs (similarity score ranges from 0 to 1, with 1 corresponding to identical response programs), (ii) stress dominance (suppression score varies between −1 and 1, with a negative score indicating a suppression of flg22 response by hypoxia), and (iii) novel components of combined treatments (novel interaction score; varies between 0 and 1, with 1 indicating that combined stresses results in an entirely new transcriptional program) (Tan et al. 2023). 

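By the region counts of Fig. 3, C and F, the suppression score is the share of HM DEGs that are unique to HM minus the share of NF DEGs that are unique to NF. In the fit of all 12 samples there were no DEGs in HM vs NM, so the first share, and with it the score, had no value. The second share was 0.098 for upregulated genes (127 of 1291, Wilson 95% interval 0.083 to 0.116) and 0.289 for downregulated genes (37 of 128, interval 0.218 to 0.373). These intervals cover only the counting of genes, which are not independent replicates. Where DEGs were found in HM vs NM, the score could be computed. For upregulated genes it was -0.027 with the replicate block (mean r 0.513 for same-numbered HM and NM samples), -0.037 with DESeq2 on all samples and -0.016 with DESeq2 on 2 groups. These values rest on only 12, 146 and 124 genes upregulated in HM vs NM, so that a few genes could change their sign. The score was -0.10 without HM replicate 2, where 55 genes were DEGs in HM vs NM, and -0.056 without NF replicate 2, where only 1 was. The sign was positive, at 0.045, with DESeq2 on all samples with the block, a setting chosen after the data were seen.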

For both up- and downregulated genes, the negative suppression score obtained suggests that the hypoxia response program could repress flg22 transcriptional response (Fig. 3I). The lower suppression score obtained for downregulated genes (−0.16) suggests that the repression of downregulated genes by hypoxia could be of particular importance. 

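For downregulated genes, the suppression score was -0.16 with DESeq2 on all samples and -0.12 with DESeq2 on 2 groups. With the replicate block it was -0.37, where only 1 gene was downregulated in HM vs NM and same-numbered HM and NM samples had a mean r of 0.513. DESeq2 with the block, chosen after the data were seen, gave 0.13, again positive. The 37 genes downregulated in NF vs NM only had a median log2FC of -1.03 in NF and -0.58 in HF, and 35 of them had a negative log2FC in HF vs NM.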

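The last metric of Fig. 3I is the share of DEGs in HF vs NM that were DEGs in neither single stress. In the fit of all 12 samples it was 0.261 for upregulated genes (412 of 1576, Wilson 95% interval 0.240 to 0.284) and 0.825 for downregulated genes (428 of 519, interval 0.790 to 0.855). The intervals cover the counting of genes only. With each of the 12 samples left out in turn, the share ranged from 0.156 to 0.417 for upregulated genes and from 0.723 to 0.971 for downregulated genes, so that it was higher for downregulated genes in each of these fits.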

The novel interaction scores obtained further indicate that combined hypoxia/flg22 elicits a transcriptional response that is different from each of the individual stresses. The novel interaction score for upregulated genes (0.241) is in line with the average novel interaction scores for upregulated genes in response to 18 combined treatments in Marchantia (0.29). Notably, the novel interaction score for downregulated genes (0.678) is higher than in Marchantia, in which the highest score obtained for downregulated genes was 0.56 (18 treatments). This indicates that the repression of specific genes under combined hypoxia/flg22 might be a particularly important aspect of the unique response to this combined stress. 

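For downregulated genes, the share was 0.731 with the replicate block (841 genes found only in HF vs NM; mean r of same-numbered HF and NM samples 0.366), 0.738 with DESeq2 on all samples and 0.679 with DESeq2 on 2 groups. The similarity score was 0 in the fit of all 12 samples for both directions, because no DEG was found in HM vs NM, and 0.033 for upregulated genes with DESeq2 on 2 groups.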

A GO analysis of the 480 downregulated genes under hypoxia/flg22 only (Fig. 3H) suggests an over-representation for genes associated with development. 

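Of the 428 genes downregulated in HF vs NM only, 9 (2.10%) code for cytochromes P450 by their annotated product, against 183 of 20074 tested genes (0.91%), an odds ratio of 2.40 (two-sided Fisher's exact test, p = 0.0169, 0.0422 after adjustment over 10 families). Among the 412 upregulated genes there were 4 (0.97%, odds ratio 1.07, Fisher's exact test, p = 0.792). In the fit with the replicate block, 15 of 841 downregulated genes were cytochromes P450 (odds ratio 2.06, Fisher's exact test, adjusted p = 0.0274; mean r 0.366 for same-numbered HF and NM samples). Without TMM factors, 20 of 1209 downregulated and 3 of 283 upregulated genes were. Cytochromes P450 form families of similar genes, and reads shared between members could be assigned to either by the authors' counting.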

Strikingly, there is also an enrichment for genes coding for cytochrome P450 enzymes, which use molecular oxygen to catalyze the oxidation of other molecules (Supplementary Data Set 5).

The metrics derived from our RNA-seq dataset analysis suggest that hypoxia represses aspects of flg22 response. We therefore examined more carefully the 304 DEGs (Fig. 3B) identified only after flg22 treatment (i.e. these genes which no longer respond to flg22, when combined with hypoxia). 

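In the fit of all 12 samples, 164 genes were DEGs in NF vs NM but in neither HF vs NM nor HM vs NM, 127 upregulated and 37 downregulated. Most of the 127 upregulated genes still rose in HF. Their median log2FC was 1.59 in NF and 1.03 in HF, 125 of them had a positive log2FC in HF vs NM, 104 had one above 0.585, and 106 had an unadjusted p-value under 0.05. When HF was compared with NF, none of the 164 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). At an unadjusted p-value under 0.05, 33 of the upregulated genes were lower and 11 of the downregulated genes higher in HF than in NF, so that all 44 were closer to NM in HF. The choice of genes that passed in NF but not in HF in part determines this direction. With the replicate block, 383 genes were found in NF vs NM only, 2 of which, both upregulated, were lower in HF than in NF at an adjusted p-value under 0.05, where the mean r of same-numbered HF and NF samples was 0.315. With DESeq2 fitted on 2 groups at a time, the number was 302, and 14 of these differed between HF and NF, 12 upregulated genes that were lower and 2 downregulated genes that were higher in HF. DESeq2 on all samples gave 5 and 4, and DESeq2 with the block, chosen after the data were seen, 17 and 14. The 194 tested genes of the paper's own list of genes upregulated in NF vs NM only had a median log2FC of 1.49 in NF and 0.85 in HF, and 149 had a log2FC above 0.585 in HF.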

A GO analysis of these DEGs showed an enrichment for molecular functions associated with phosphorylation (“kinase activity”), “carbohydrate binding” and “transmembrane receptor protein kinase”. 

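Protein kinases, named by their annotated product, made up 19 of the 164 genes found in NF vs NM only (11.6%), against 4.55% of all tested genes (odds ratio 2.79, two-sided Fisher's exact test, p = 0.000174, 0.00174 after adjustment over 10 families). Receptor kinases accounted for 4 genes (odds ratio 3.69, p = 0.0267, adjusted p = 0.134; Fisher's exact test). In the fit with the block, 32 of 383 genes coded for protein kinases (odds ratio 1.95, Fisher's exact test, adjusted p = 0.0109) and 6 for receptor kinases (odds ratio 2.36, adjusted p = 0.246), where same-numbered NF and NM samples had a mean r of 0.529.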

Notably, genes in the latter GO category included PRRs such as *FLS2* and *ELONGATION FACTOR Tu RECEPTOR* (*EFR*). Hence, our data suggest that one particular aspect of the repression of flg22 response by hypoxia could occur at the level of PRR expression.

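FLS2 (AT5G46330, the receptor kinase; a flavonol synthase gene carries the same symbol and is not meant here) had 50.4 ± 12.3 CPM in NM, 34.5 ± 8.97 in HM, 86.9 ± 10.6 in NF and 42.8 ± 7.12 in HF (SD, n = 3). Its log2FC was 0.79 in NF vs NM (SE 0.24, adjusted p = 0.086) and -0.23 in HF vs NM (SE 0.24, adjusted p = 0.688; edgeR's quasi-likelihood test). Compared directly, HF was lower than NF by a log2FC of -1.02 (SE 0.24, unadjusted p = 0.00149, adjusted p = 0.361 over all tested genes), and all 3 HF samples were below all 3 NF samples. With each sample left out in turn, this log2FC stayed between -1.08 and -0.89. FLS2 was also lower in HM than in NM (log2FC -0.55, SE 0.24, adjusted p = 0.822), and the interaction, the difference between the flg22 response in hypoxia and in normoxia, was -0.48 (SE 0.34, unadjusted p = 0.189). EFR (AT5G20480) had 9.85 ± 4.58 CPM in NM, 10.8 ± 5.79 in HM, 29.4 ± 7.87 in NF and 18.1 ± 5.88 in HF (SD, n = 3). Its log2FC was 1.58 in NF vs NM (SE 0.44, adjusted p = 0.0584), 0.88 in HF vs NM (SE 0.44, adjusted p = 0.278) and -0.70 in HF vs NF (SE 0.43, adjusted p = 0.996). EFR was lower in HF than in NF in all 3 same-numbered pairs, but the ranges overlapped, with 23.3 CPM in HF replicate 3 and 22.0 CPM in NF replicate 1. The EFR interaction was -0.83 (SE 0.61, unadjusted p = 0.201).

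With the replicate number as a block, the log2FC of FLS2 was 0.81 in NF vs NM (SE 0.24, adjusted p = 0.054) and -1.03 in HF vs NF (SE 0.24, adjusted p = 0.182), and that of EFR was 1.64 in NF vs NM (SE 0.23, adjusted p = 0.00257), 0.92 in HF vs NM (SE 0.23, adjusted p = 0.0198) and -0.72 in HF vs NF (SE 0.22, adjusted p = 0.274). The interaction under the block was -0.48 for FLS2 (SE 0.33, unadjusted p = 0.183) and -0.86 for EFR (SE 0.32, unadjusted p = 0.0239), with an adjusted p-value of 1.0 for both. When the adjustment was made over 19 genes named by the paper, the p-values in HF vs NF were 0.00473 for FLS2 and 0.281 for EFR without the block, and 0.00448 and 0.0202 with it, and those of the interaction with the block were 0.4 and 0.227. FLS2 and EFR entered this list because the paper called them from the same samples. The list also holds hypoxia response genes such as LBD41, whose small p-values in HF vs NF lower the adjusted p-values of the others. The mean r of same-numbered samples was 0.529 for NF and NM, 0.366 for HF and NM and 0.315 for HF and NF. With DESeq2 fitted on 2 groups at a time, FLS2 passed the cutoffs in NF vs NM (adjusted p = 0.0389) and in HF vs NF (adjusted p = 0.00374), and EFR passed in NF vs NM (adjusted p = 0.0033) but not in HF vs NF (adjusted p = 0.922). The paper reasons from its metrics to the DEGs found only after flg22, and from the GO enrichment of these to the PRR genes FLS2 and EFR among them, and proposes that the repression of the flg22 response by hypoxia could act in part on PRR expression. It also reports, from RT-qPCR on other samples, that hypoxia dampened the rise of FLS2 and EFR after flg22. From immunoblots it proposes that FLS2 protein did not differ between HF and NF after 1 h.

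**Figure D2:**
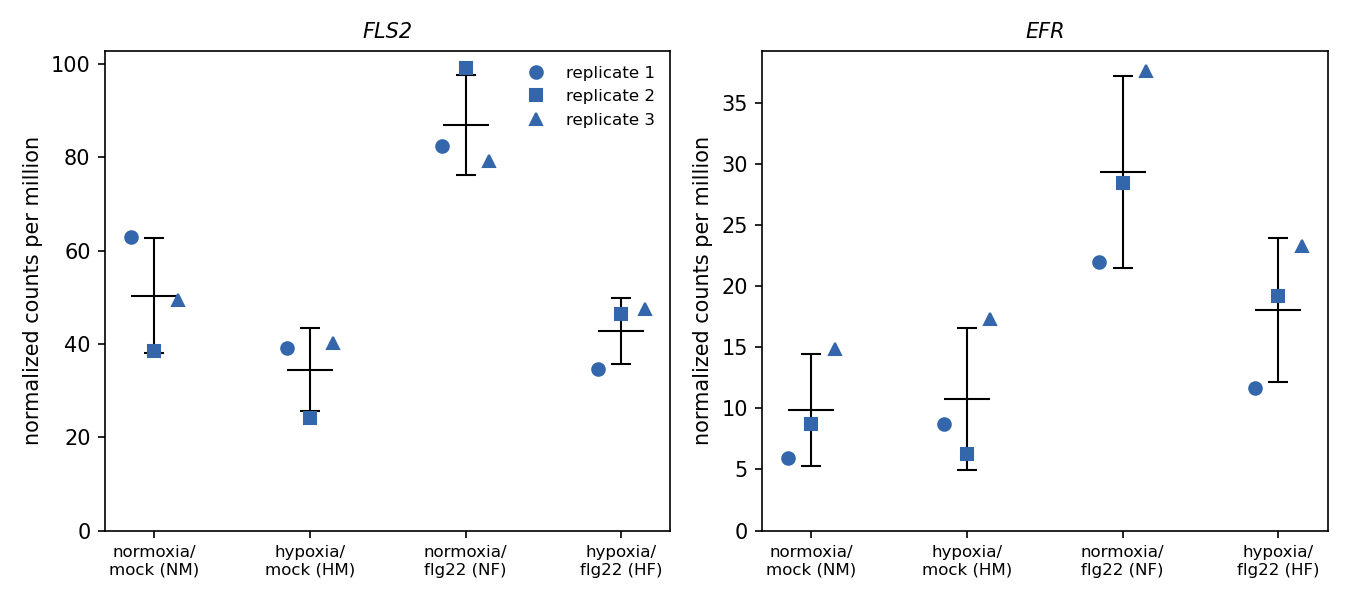
Normalized counts (CPM, y axes, starting at 0) of FLS2 (left) and EFR (right) in each sample, by condition (x axes). Symbols are the 3 replicates, horizontal lines the means and bars the SD; FLS2 lies between 79.3 and 99.0 CPM in the NF samples and between 34.6 and 47.4 CPM in the HF samples, while the NF and HF samples of EFR overlap.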

### Hypoxia suppresses PTI

Next, we tested whether different aspects of PTI were also repressed by combined hypoxia/flg22, and examined if ERF-VII transcription factors played a role in the repression of PTI under hypoxic conditions. We first used root growth inhibition assays to reveal additive or synergistic effects of the combined treatment (Fig. 4A) because either flg22 or hypoxia suppress root elongation. Either flg22 (NF) or hypoxia (HM) treatments resulted in decreased root elongation compared with the same genotype in control conditions [normoxia/mock (NM)], with hypoxia having a stronger inhibitory effect than flg22. In Col-0, the combined hypoxia/flg22 (HF) treatment resulted in roots that were shorter than those of seedlings treated with flg22 alone. Compared to hypoxia alone (HM), combined hypoxia/flg22 treatment did not impair further root elongation of Col-0 seedlings. In contrast, the *erfVII* quintuple mutant was more severely affected by the combined HF stress compared with the HM condition, thus suggesting that ERF-VIIs in the wild-type may contribute to protecting the root meristem under combined hypoxia/flg22 treatment. Expression analysis by reverse transcription quantitative PCR (RT-qPCR) of selected immunity-related genes confirmed that hypoxia dampens the upregulation of flg22 response genes (Fig. 4B), including PRR-coding genes such as *FLS2* and *EFR*, through mechanisms that appear to be mostly independent from the ERF-VIIs. Immunoblot analysis of FLS2 protein levels using seedlings of a *FLS2_pro_:FLS2-3xmyc-GFP* line (Robatzek et al. 2006) further suggested that FLS2 protein levels are unchanged after 1 h of combined hypoxia/flg22 compared to flg22 treatment (Supplementary Fig. S5A). As expected, in Col-0, phosphorylation of MPK3 and MPK6 was induced after 30 min of flg22 treatment under normoxia (NF). We did not observe a detectable accumulation of phosphorylated MPKs by immunoblot after a 30-min hypoxia treatment alone, likely because MPK3/6 activity peaks at 2 h of hypoxia and is only weakly activated at 30 min, as shown using more sensitive radioactive in-gel kinase assays (Chang et al. 2012). Notably, the level of phosphorylated MPK3/6 was reduced under combined hypoxia/flg22 treatment compared with flg22 treatment alone. Similar effects were observed in the *erfVII* mutant (Fig. 4, C and D and Supplementary Fig. S5B). In contrast, *MPK3/4/6* expression was not repressed under hypoxia/flg22 compared with flg22 treatment alone (Supplementary Fig. S5C). Finally, callose deposition was significantly decreased under combined hypoxia/flg22 conditions in Col-0 and *erfVII* seedlings, compared to treatment with flg22 alone (NF) (Fig. 4E and Supplementary Fig. S5D), with no statistically significant differences between Col-0 and *erfVII.* Altogether, our data indicate that several aspects of PTI are repressed under simultaneous hypoxia/flg22 treatments compared to flg22 alone, and that these effects are mostly ERF-VII independent.

**Figure 4.**
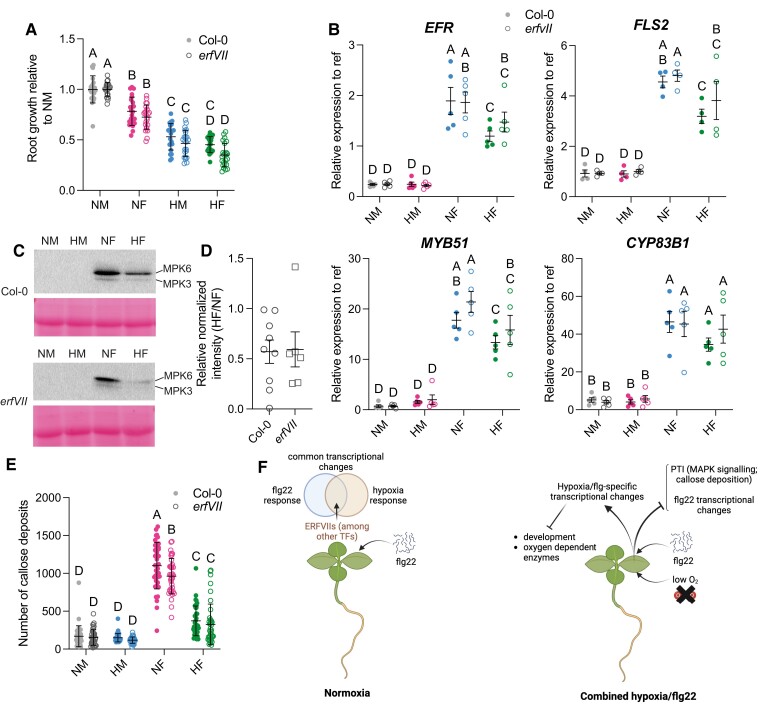
Repression of PTI by hypoxia in combined hypoxia/flg22 experiments. **A)** Root growth inhibition assays with wild-type (Col-0) and *erfVII* mutant seedlings under combined hypoxia/flg22 (HF) treatment. Means of the normalized root growth relative to untreated conditions (NM) and standard deviations of four biological replicates with five to six seedlings/genotype/condition in each biological replicate are shown. The results of statistical tests (two-way ANOVA with Tukey's test) are shown. Statistical significance: *P*-value < 0.05. **B)** Transcriptional suppression of immunity-related genes under combined hypoxia/flg22 treatment compared to normoxia/flg22 in Col-0 and *erfVII*. Means and SEM from five biological replicates are shown. The results of two-way ANOVA and Fisher's test are shown. Statistical significance: *P*-value < 0.05. Filled circles, Col-0; empty circles, *erfVII* mutant; gray symbols, normoxia/mock (NM); pink symbols, hypoxia/mock (HM); blue symbols, normoxia/flg22 (NF); green symbols, hypoxia/flg22 (HF). **C)** Antiphosphorylated MPK immunoblots using Col-0 and *erfVII* mutant seedlings. See also Supplementary Fig. S5. **D)** Relative intensity of MPK signals under combined hypoxia/flg22 compared to normoxia/flg22 after normalization with Ponceau intensity. Mean and SEM of 9 (Col-0) and 6 (*erfVII*) biological replicates are shown. Circles, Col-0; squares, *erfVII* mutant. **E)** Quantification from callose deposition experiments. Mean and standard deviation from four biological replicates are shown, with five seedlings/genotype/condition in each biological replicate. The results of two-way ANOVA and Tukey's tests are shown. Statistical significance: *P*-value < 0.05. Square symbols, Col-0; circles, *erfVII* mutant; gray symbols, normoxia/mock (NM); pink symbols, hypoxia/mock (HM); blue symbols, normoxia/flg22 (NF); green symbols, hypoxia/flg22 (HF). Note that the Col-0 NM and Col-0 NF data are also shown in Fig. 1G. **F)** Model summarizing the crosstalk between hypoxia and PTI under normoxia, and upon combined hypoxia/flg22. Blunt arrows indicate repression and arrowheads depict activation.

## Discussion

In animals, the complex crosstalk between hypoxia and immunity has been known for decades and some of the underlying mechanisms have been dissected in different cell types. For example, using murine macrophages as a model system, hypoxia has been shown to dampen innate immune signaling pathways (Rahat et al. 2011; Taylor and Colgan 2017; Weigert et al. 2018). In plants, it has been shown that infection with the necrotrophic fungus *Botrytis cinerea* can result in localized hypoxic niches as a consequence of increased respiration and/or water soaking (Valeri et al. 2021). Other pathogens trigger local hypoxic environments *via* the formation of galls/tumors (e.g. *Agrobacterium tumefaciens*) (Kerpen et al. 2019). In this context, the ERF-VII transcription factors have been shown to play a role in the ability of plants to defend themselves (Gravot et al. 2016; Kerpen et al. 2019). Despite these potential links between hypoxia and infection by necrotrophic and gall-forming pathogens, the connection between hypoxia and innate immune signaling pathways has not been investigated in detail. Here, we used transcriptomics datasets to identify connections between hypoxia and PTI, and show that hypoxia represses PTI in Arabidopsis. We also examined whether ERF-VIIs play a role in the crosstalk between hypoxia response and PTI.

The genome-wide comparison of the transcriptional changes induced by flg22 treatment in wild-type Col-0 and *a1a2* seedlings revealed that the flg22 transcriptional response program includes sets of hypoxia response genes, and that this overlap is a conserved feature, at least within the Brassicaceae (see model in Fig. 4F). Our transcriptomic data with the *a1a2* mutant, that constitutively accumulates ERF-VII transcription factors (Gibbs et al. 2011) suggested that ERF-VIIs could play a role in the transcriptional regulation of some flg22-responsive genes. Despite the fact that a proportion of these flg22-responsive genes were bound by HRE2 (Lee and Bailey-Serres 2019), our RT-qPCR data instead suggests that ERF-VIIs are unlikely to play a role.

A key question is whether the hypoxia-related genes identified in flg22 transcriptomics datasets are regulated due to the formation of a hypoxic environment during PTI, or require alternative hypoxia-independent mechanisms for their regulation. Our data indirectly suggest that flg22 treatment does not trigger hypoxia in seedlings, as we did not detect the upregulation of many well-characterized hypoxia marker genes, such as *ALCOHOL DEHYDROGENASE1* (*ADH1*) or *PLANT CYSTEINE OXIDASE1* (*PCO1*). This is in agreement with previous data suggesting that flg22 concentrations of up to 10 *µ*M (a concentration higher than those used in this study) are not sufficient to trigger local hypoxic niches in 3-4-week old plants (Valeri et al. 2021). Hence, the regulation of common genes by either hypoxia or flg22 treatment may not require the formation of a hypoxic environment, but instead might involve other mechanisms.

Considering the overlap between the transcriptional responses to flg22 and hypoxia, and also the fact that hypoxic niches form during infection by necrotrophic and gall-forming pathogens (Kerpen et al. 2019; Valeri et al. 2021), we examined more carefully the potential crosstalk between hypoxia and PTI by first comparing the genome-wide transcriptional changes in wild-type seedlings treated with individual stresses (hypoxia or flg22 alone) or combined hypoxia/flg22. The use of metrics developed to compare the crosstalk between stresses (Tan et al. 2023) revealed that hypoxia could repress the transcriptional flg22-response program. For example, 304 DEGs upon flg22 treatment were no longer transcriptionally regulated when seedlings were subjected to combined hypoxia/flg22 (Fig. 3B). This repression is particularly relevant for genes that are downregulated by flg22. Indeed, the negative suppression score was lower for downregulated genes (−0.16 compared with −0.031 for upregulated genes), and importantly was also within the same range as the suppression scores obtained when combined abiotic stresses were applied to *Marchantia* (Tan et al. 2023). One possible explanation is that plants may experience resource limitations that result in the prioritization of their transcriptional response to hypoxia compared with the onset of PTI, perhaps because hypoxia could have a more immediate impact on plant survival.

Unique features associated with the response of wild-type seedlings to combined hypoxia/flg22 emerged in our datasets, with over 900 unique DEGs upon hypoxia/flg22 treatment, compared to hypoxia or flg22 treatments alone. The novel interaction score obtained for downregulated genes upon combined hypoxia/flg22 was higher than the novel interaction scores found for the range of 18 combined abiotic stresses in Marchantia (Tan et al. 2023), thus suggesting that the repression of specific sets of genes is an important and unique feature of plant responses to combined hypoxia/flg22. These unique features include the repression of developmental processes, which could correlate with a resource/allocation problem and potential energy crisis that is typical of hypoxia stress. In addition, we observed the repression of genes coding for enzymes (cytochromes P450) that use oxygen as co-substrate, suggesting a limitation of enzymatic processes that consume oxygen (Fig. 4F).

Another unique feature of the combined hypoxia/flg22 response was the over-representation of genes associated with transcription factors, with some families being upregulated (NAC, WRKY, bZIP), while others tended to be predominantly downregulated (bHLH, Zn finger, homeobox). Altogether, the data suggest that the coordination of plant responses to combined hypoxia/flg22 requires the orchestration of gene expression changes under the control of specific transcription factor families. Notably, some of the upregulated transcription factor families, such as NAC or WRKY, are typically associated with stress responses (Shao et al. 2015). The WRKY22 transcription factor had previously been identified as being upregulated during submergence in the dark (which results in hypoxia) and to play a role in the induction of plant defenses to pathogens following a 12-h dark submergence treatment (Hsu et al. 2013). These stress conditions are different from our combined hypoxia/flg22 treatments. Nevertheless, we found *WRKY22* upregulated in our hypoxia/flg22 dataset, together with 11 (out of 45) genes whose genomic regions were shown to be bound by WRKY22 (Hsu et al. 2013). This indicates that WRKY22 may be a regulator of plant responses to combined hypoxia/flg22.

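WRKY22 (AT4G01250) had 75.9 ± 46.2 CPM in NM, 117 ± 45.9 in HM, 378 ± 228 in NF and 736 ± 286 in HF (SD, n = 3). Its log2FC in HF vs NM was 3.28 (SE 0.68, adjusted p = 0.00981, edgeR's quasi-likelihood test), and all 3 HF samples were above all NM samples. With each sample left out in turn it stayed between 2.84 and 3.59. The block by replicate number gave a log2FC of 3.53 (SE 0.41, adjusted p = 0.00125), with a mean r of 0.366 for same-numbered HF and NM samples. WRKY22 was also raised in NF vs NM (log2FC 2.32, SE 0.65, adjusted p = 0.0591; with the block 2.34, SE 0.39, adjusted p = 0.00413, mean r 0.529). It was higher in HF than in NF in all 3 same-numbered pairs, with a log2FC of 0.96 (SE 0.63, unadjusted p = 0.153, adjusted p = 0.996) and of 1.20 with the block (SE 0.38, unadjusted p = 0.0106, adjusted p = 0.276, mean r 0.315; edgeR's quasi-likelihood test). When the adjustment was made over 19 genes named by the paper, the p-value was 0.291 without and 0.0202 with the block. The paper reported WRKY22 as upregulated from the same HF samples. The list also holds hypoxia response genes such as LBD41, whose small p-values in HF vs NF lower the adjusted p-values of the others.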

Some of the transcription factor families that are mostly repressed (e.g. homeobox transcription factors) are generally associated with developmental processes (Jeong et al. 2012). This suggests again an increased need to regulate resource allocation under combined stress, with a stronger prioritization of stress response pathways as opposed to developmental processes. Our core findings with combined hypoxia/flg22 (i.e. the preponderance of a novel transcriptional response, the relevance of transcription factors and the stronger prioritization of stress responses) are reminiscent of previous findings in studies with combined abiotic/biotic stresses (Atkinson and Urwin 2012; Prasch and Sonnewald 2013; Rasmussen et al. 2013; Suzuki et al. 2014; Pandey et al. 2015; Zhang and Sonnewald 2017; Saijo and Loo 2020). However, such studies have thus far focused on combinations between pathogens and abiotic stresses such as heat and drought, and have not included hypoxia.

Notably, the repression of PTI by hypoxia is not observed just at the transcriptional level. Our data show that MAPK signaling and callose deposition are repressed under combined hypoxia/flg22. In the case of MAPK, the inhibitory effects appear to be independent of the transcriptional regulation of *MPK3/4/6*, and occurs either post-transcriptionally on MPK proteins, or further upstream in the flg22-dependent signaling events originating from FLS2. Similarly, the expression of genes encoding key PTI components, such as the PRRs *FLS2* and *EFR*, is repressed under combined hypoxia/flg22 compared to flg22 alone. However, RT-qPCR analysis using *erfVII* mutants suggested that these master regulators of the hypoxia response program do not play a major role in regulating plant responses to combined hypoxia/flg22. Potential other candidates include WRKY22 (Hsu et al. 2013) as discussed above, or the ZPR2 and VRN2 transcriptional regulators, which are also known to be degraded by the N-degron pathway in an oxygen-dependent manner (Gibbs et al. 2018; Weits et al. 2019; Labandera et al. 2021). VRN2 degradation also depends on the presence of nitric oxide (Gibbs et al. 2018), an important signaling molecule induced in response to both hypoxia and PAMPs/pathogens (Mugnai et al. 2012; Bleau and Spoel 2021; Borrowman et al. 2023). The role of nitric oxide in integrating hypoxia and immune signaling thus appears as an interesting focus for further studies.

Connections and crosstalk between hypoxia response and immunity/plant defenses are also likely to evolve in the course of development, as the levels of ERF-VIIs and the regulation of innate immunity change with developmental stages and age (Kus et al. 2002; Lozano-Duran and Zipfel 2015; Giuntoli et al. 2017; Giuntoli and Perata 2018; Zou et al. 2018). Such developmentally-dependent crosstalk between abiotic and biotic stresses was identified in the context of combined mild salt stress and pathogen infection with the biotrophic oomycete *Hyaloperonospora arabidopsidis* or with the hemibiotrophic bacterium *Pseudomonas syringae* (Berens et al. 2019). In the latter study, the hormonal crosstalk between ABA and salicylic acid (SA) played an important age-dependent role. The hypoxia/immunity crosstalk may also be particularly complex because, in contrast to other abiotic stresses, hypoxia itself has a dual nature, in that it may be considered as either a stress (e.g. during flooding; termed “acute hypoxia” in this context), or a physiological condition (e.g. in meristems, which are hypoxic; termed “chronic hypoxia”) (Loreti and Perata 2020; Weits et al. 2021). Hence, the output of the crosstalk between hypoxia and immunity could differ between tissues and cell types, as observed in mammals [reviewed in (Taylor and Colgan 2017)] and as suggested by a recent single-cell RNA-seq study (Liu et al. 2023).

Finally, combined hypoxia/flg22 treatment indicates that plants or tissues experiencing acute hypoxia are affected for PTI, which could be relevant in terms of agricultural applications, as it could suggest that flooding may have a negative impact on the ability of plants to fight-off pathogens. This could be exacerbated by the fact that flooding also causes an increased risk of pathogen infection, likely as a result of increased dampness and changes to the soil and plants” microbiome (Hartman and Tringe 2019; Gschwend et al. 2020). Hence, the crosstalk between hypoxia and immunity is a trait to consider in our endeavor to generate more climate resilient crops.

## Materials and methods

### Arabidopsis lines used

Arabidopsis accession Columbia-0 (Col-0) was used for this study. Mutant lines used are listed and described in Supplementary Table S1. Arabidopsis accession Wassilewskija (Ws) was used as a flg22-insensitive control (Zipfel et al. 2004).

### Plant growth conditions

Arabidopsis plants were grown in 4-cell pots on a soil mixture containing a 5:3:2 ratio of compost:vermiculite:perlite. The soil mixture was sterilized by autoclaving prior to use. When axenic conditions were required, seedlings were grown in Petri dishes containing 0.5xMS medium (pH 5.7) and 6 g/L agar with 0.5% sucrose (w/v). Prior to sowing on agar medium, seeds were surface-sterilized using the vapor-phase sterilization method (Lindsey et al. 2017). Trays or plates were kept at 4 °C for 3 days prior to transfer to growth rooms.

### *Arabidopsis thaliana* flg22 RNA-seq experiments

Seedlings were grown on 0.5xMS agar with 0.5% sucrose plates (w/v) in continuous light at 20 °C. After 9 days of growth, for each biological replicate, 50 seedlings *per* genotype *per* treatment were transferred to 2 wells of a 6-well plate, each containing 6 mL of 0.5xMS with 0.5% sucrose liquid medium and returned to continuous light with gentle agitation at 120 rpm. 24 h after transfer, 1 *µ*M flg22 or an equivalent volume of water (mock treatment) were added to each well. After 1 h, all seedlings were harvested in liquid nitrogen and stored at −80 °C. After grinding, frozen tissue was divided equally for RNA extraction (for RNA-seq) and for protein isolation (proteomic analysis).

### RNA-seq for combined hypoxia/flg22 experiments

Seedlings were grown on 0.5xMS agar supplemented with 0.5% sucrose (w/v) in continuous light at 20 °C for 9 days. On day 9, for each biological replicate, five seedlings *per* genotype *per* treatment were transferred to 35 mm × 10 mm dishes, each containing 4 mL of 0.5xMS liquid medium and placed on a shaker at 120 rpm overnight in continuous light conditions (20 °C). On day 10, seedlings were treated simultaneously with 100 nm flg22 or equivalent volume of water (mock), and with hypoxia (in anaerojars) or normoxia at ambient O_2_ levels. After 1 h, the seedlings were harvested in liquid nitrogen and stored at −80 °C.

### Protein extraction and proteomics sample preparation

Protein extraction buffer (2% SDS, 100 mm HEPES pH 7.5, 5 mm EDTA, Thermo Halt Cocktail 1:100 (v/v)) was added to the ground tissue, which originated from the same samples used for RNA-seq (i.e. the powder was split in 2 for either RNA-seq or proteomics). The volume of buffer added was 1 *µ*L for 0.3 mg of tissue, with a minimum volume of 300 *µ*L *per* sample. Proteins were then denatured by heating samples at 70 °C for 12 min and samples were centrifuged at 2,500 × *g* for 10 min. The protein lysate was transferred to a fresh tube and protein was quantified using the amido black protein quantification method (Schaffner and Weissmann 1973; Popov et al. 1975).

For proteome analysis, 20 *µ*g each sample were treated with 0.5 *µ*L benzonase (∼26 U/µL) at 37 °C for 30 min, reduced with 10 mm dithiothreitol (DTT) shaking at 37 °C for 30 min and alkylated with 50 mm chloroacetamide (CAA) at room temperature in the dark for 30 min. The reaction was quenched with an additional 50 mm DTT for 20 min before protein purification with SP3-beads (Cytiva) as described previously (Hughes et al. 2019). The samples were resuspended in 100 mm HEPES, 2.5 mm CaCl_2_, pH 7.5 and digested with trypsin (proteome:enzyme ratio 100:1 w/w) overnight at 37 °C. Digested peptides were desalted with self-packed C18 STAGE-tips (Rappsilber et al. 2007) and resuspended in 0.1% (v/v) formic acid (FA).

### Mass spectrometry and proteomics data analysis

LC–MS/MS analysis was performed with an UltiMate 3000 RSCL nano-HPLC system (Thermo) coupled to an Impact II Q-TOF mass spectrometer (Bruker) with a CaptiveSpray ion source (Bruker) operated with an acetonitrile (ACN)-saturated nitrogen gas stream. For each run, an estimated 1 *μ*g peptides were loaded on an μPAC pillar array trap column (1 cm length, PharmaFluidics) and separated on a μPAC pillar array analytical column (50 cm flowpath, PharmaFluidics). Peptides were eluted using a 2 h elution protocol that included an 80 min separation gradient from 5% to 32.5% solvent B (solvent A: 0.1% FA, solvent B: 0.1% FA in ACN) at a flow rate of 600 nL min^−1^, with columns temperated at 40 °C. Tandem mass spectra were acquired at 15 Hz in Data Independent Acquisition (DIA) mode, with 400 to 1,200 precursor m/z windows for MS1 and 32 windows of 25 m/z with 0.5 m/z overlap in a range from 200 to 1,750 m/z for MS2.

Peptide sequences were identified with DIA-NN (Demichev et al. 2020), version 1.8, using a spectral library predicted from the UniProt *Arabidopsis thaliana* reference proteome (UP000006548_3702, release 2021_02). Search settings were set to double-pass mode with a precursor FDR of 1%, considering Cys carbamidomethylation as a fixed modification. Downstream data analysis was performed using the Perseus software (Tyanova et al. 2016), v.1.6.15.0. Data were log2-transformed and grouped by treatments and genotype in 4 groups (*ate1 ate2* or wild-type treated with flg22 or control). Multisample ANOVA (permutation-based FDR < 0.05) followed by Tukey's *post-hoc* test with FDR < 0.05 as implemented in Perseus was used to determine significant difference in abundance between the conditions.

### Flg22 seedling growth and root growth inhibition assays

Seedlings were grown on 0.5xMS agar plates supplemented with 0.5% sucrose (w/v) in continuous light at 20 °C.

For seedling growth inhibition assays: individual 5.5-day old seedlings were transferred to one well of a 48-well plate containing 1 mL of liquid 0.5xMS medium supplemented with 100 nm flg22 [or equivalent volume of water (mock)]. For each condition and genotype, eight seedlings were used in a given biological replicate. Seedlings were then grown with mild shaking (120 rpm) in continuous light (20 °C) for 7 days. To weigh the seedlings, all eight seedlings for a given genotype and condition were harvested together on a paper towel to remove any liquid and weighed together.

For root growth inhibition assays to compare Col-0 and *ate1 ate2*: 5.5-day old seedlings were transferred to 0.5xMS with 1% (w/v) agar plates that contained either a mock solution (water) or 500 nm flg22 and grown vertically for 3 days in continuous light (20 °C). Root elongation during this 3-day period was measured using Image J.

For root growth inhibition assays under combined hypoxia/flg22: 5.5-day old seedlings were transferred to 0.5xMS with 1% (w/v) agar plates that contained either a mock solution (water) or 500 nm flg22, followed by vertical growth in short-day conditions (8 h light; 16 h dark) for 48 h under normal oxygen conditions. Hypoxia-treated seedlings were kept at 0.5% oxygen [applied using PhO_2_X Box (Baker Ruskinn); plates kept vertical] for 48 h in short-day conditions. Normoxia-treated seedlings were kept under normoxic and short-day conditions for 48 h. After this 48-h hypoxia/normoxia treatment, all seedlings were kept vertical for an additional 3 days in short-day conditions and normoxia (i.e. recovery period). Root elongation during the 3-day recovery period was determined using ImageJ.

### Reverse transcription quantitative PCR

RNA was reverse transcribed using RevertAid Reverse Transcriptase (Thermo Fisher) in the presence of RiboLock RNase inhibitor (Thermo Fisher), oligo(dT)18 and 1 mm dNTP mixture at 42 °C for 45 min. qPCRs were carried out in a LightCycler 480 instrument (Roche) using 1 *µ*L of cDNA mixed with 1 *µ*L of a primer pair mixture (1 *μ*M final concentration each), 5 *µ*L 2× SYBR green master mix (Roche) and nuclease-free water added to a final volume of 10 *μ*L *per* well. The second derivative maximum method was used to determine crossing point (Cp) values. Gene expression was calculated relative to a reference gene with the comparative Ct method (Cp_reference gene—_Cp_gene of interest_ = deltaCp). Assuming a PCR efficiency value of 2, relative expression was calculated as 2^deltaCp^. *MON1* (AT2G28390) was used as a reference gene for RT-qPCRs (de Marchi et al. 2016). Primers used for RT-qPCR analysis are listed in Supplementary Table S2.

### RNA-sequencing, data processing and functional analysis

Each RNA-seq experiment was conducted using samples from three biological replicates. Total RNA was isolated using the Spectrum Total RNA kit (Merck), and RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent). All RNA samples had RNA integrity (RIN) values >7.0. Library preparation and paired-ended 100 bp next-generation sequencing was performed by BGI (Hong Kong) using the BGI-seq PE100 platform. Data processing was carried out by BGI using the filtering software SOAPnuke (including removal of reads containing the adaptor; removal of reads whose N content is greater than 5%; and removal of low-quality reads). The Hierarchical Indexing for Spliced Alignment of Transcripts (HISAT) software was then used for mapping clean reads to the reference genome. Differential gene expression was determined using DESeq2. Cutoffs of adj. *P*-value < 0.05 and |log2(FC)|>0.585 were applied to determine DEGs. Significant enrichment analysis of GO function on DEGs was carried out using the BiNGO plug-in in Cytoscape. Overlap between datasets was determined using InteractiVenn (Heberle et al. 2015), and statistical significance of the overlap between datasets was calculated using 2 × 2 contingency tables and *χ*^2^-tests.

### Callose deposition assays

Seedlings were grown on 0.5xMS agar with 0.5% (w/v) sucrose plates for 9 days under short-day light conditions (8 h light; 16 h dark) at 20 °C. After 9 days of growth, 5 seedlings *per* genotype *per* treatment were transferred to 3 mL 0.5xMS liquid medium in 35 mm × 10 mm petri dishes. These were placed on a shaker at 120 rpm in short-day conditions before the dark period. On day 10, seedlings were treated for 24 h as follows: NM = normoxia (ambient O_2_) and mock treatment (addition of a volume of PBS equivalent to that of the flg22 solution); NF = normoxia (ambient O_2_) and flg22 (1 *µ*M; prepared in PBS); HM = hypoxia (5% O_2_) and mock treatment; HF = hypoxia [5% O_2_; applied using PhO_2_X Box (Baker Ruskinn)] and 1 *µ*M flg22. After 24 h, treatment solutions were aspirated, 100% ethanol was added and samples were returned to short days on a shaker at 120 rpm. After 24 h, the ethanol was removed and seedlings were washed with 0.07 m PBS (pH 9). Seedlings were stained using 0.01% (w/v) aniline blue in 0.07 m potassium phosphate buffer (pH 9) for 2 h with constant agitation at 120 rpm. Cotyledons were mounted on slides using 50% (v/v) glycerol and imaged using fluorescent microscope under DAPI filter. Quantification of callose deposits was done as detailed in (Mason et al. 2020). Briefly, the Trainable Weka Segmentation (TWS) plugin on Fiji was used to identify callose deposits while excluding background fluorescence (e.g. vasculature or edges of tissue), by manually training the plugin using a good example of callose deposition. Once trained, all pictures obtained were analyzed using the plugin and the results depicting the identified puncta were quantified using the *Analyze Particles* tool in Fiji.

### Immunoblots FLS2 and MPK

Seedlings grown on 0.5xMS agar with 0.5% (w/v) sucrose for 9 days in continuous light (20 °C) were transferred to 0.5xMS medium in 35 mm × 10 mm dishes so that there were 10 to 15 seedlings *per* genotype *per* treatment in each dish. These dishes were returned to continuous light on a shaker at 120 rpm overnight. On day 10, seedlings were treated ± 100 nm flg22 (mock = PBS) ± hypoxia in anaerojars (normoxia = ambient O_2_ levels) for 30 min or 1 h for MAPK-phosphorylation and FLS2-GFP immunoblots, respectively. Seedlings were collected on liquid nitrogen and protein was extracted by grinding tissue in liquid nitrogen and adding 2xSDS loading buffer (Laemmli buffer) to the ground tissue in a 1:1 volume (μL):weight (mg) ratio. Proteins were denatured by heating samples to 95 °C for 5 min followed by centrifuging at maximum speed for 10 min. The protein lysate was collected and protein concentration was determined using the amido black method (Schaffner and Weissmann 1973; Popov et al. 1975). 30 *µ*g of protein was loaded *per* well on 12% SDS-PAGE gels for MAPK-phosphorylation immunoblots; 100 *µ*g of protein was loaded per well on 10% SDS-PAGE gels for FLS2-GFP immunoblots. Separated proteins were transferred from gels to PVDF membrane. Equal protein loading was assessed through Ponceau S staining (0.4% (w/v) Ponceau S, 10% (v/v) acetic acid in water) of the PVDF membrane. Membrane was blocked with 5% (w/v) milk in TBS-T or PBS-T (containing 0.05% (v/v) Tween-20) for MAPK-phosphorylation and FLS2-GFP immunoblots, respectively. Blots were incubated overnight at 4 °C with appropriate primary antibody with constant rotation: anti-MAPK-phosphorylation (Cell Signaling #4370S; 1:2,000); anti-GFP (Merck #1181446001; 1:1,000). Blots were washed with TBS-T or PBS-T for 3 × 5 min for MAPK-phosphorylation and FLS2-GFP blots, respectively, before and after incubation of blots with appropriate secondary antibody [antirabbit HRP (Merck #A0545; 1:50,000); antimouse HRP (Merck #A9044; 1:10,000)] for 2 h at room temperature. WesternBright ECL substrate (Advansta) was used and immunoblots were imaged using the G:BOX gel documentation system and the GeneSys software. Signal intensity of proteins of interest was quantified using Image J.

### Detection of reactive oxygen species

Flg22-induced ROS were detected using a luminol-based approach. Seeds were sown on 0.5xMS agar plates containing 0.5% (w/v) sucrose, and stratified at 4 °C for 3 days. Plates were transferred to a growth chamber at 20 °C with 9 h of light *per* day. After 7 days of growth, individual seedlings were carefully moved to expanded Jiffy-7 (44 mm) pellets and grown in the same conditions for a further 3 weeks. Discs were taken from leaves of 4-week-old plants with a cork borer (1 cm diameter). Leaf discs were then carefully divided into four equal-sized quarters with a razor blade. Each quarter-disc was placed into a separate well of a white Sterilin 96-well plate (ThermoScientific) containing 200 *μ*L dH_2_O with the abaxial leaf surface facing upwards. The plate was then returned to the growth room for a recovery period of at least 3 h. 100× stock solutions of luminol (Merck) (17.7 mg/mL in 200 mm KOH) and horseradish peroxidase (HRP) (Fisher Scientific) (10 mg/mL in dH_2_O) were prepared fresh. 60 *µ*L of a luminescence solution containing 2.8 *µ*L 100× luminol, 2.8 *µ*L 100× HRP and 54.4 *µ*L dH_2_O was added to each well using a multichannel pipette. The plate was then transferred to a POLARstar Omega microplate reader (BMG LABTECH) and luminescence was detected for 15 min to establish a baseline measurement. After this time, 20 *µ*L of flg22 solution (initial concentration: 1.4 *μ*M; final concentration: 100 mm) was added to each well. Luminescence was detected every 2 min after addition of flg22.

### Accession numbers

Sequence data from this article can be found in The Arabidopsis Information Resource (TAIR) database and GenBank/EMBL data libraries using gene identifiers indicated in the supplemental datasets. Additional relevant gene identifiers include: AT5G05700 (*ATE1*), AT3G11240 (*ATE2*), and AT5G02310 (*PRT6*).

## Supplementary Material

kiae432_Supplementary_Data

## Data Availability

All data from this study are included in the article and/or in the supporting information. All lines are also available upon request. RNA-seq data have been deposited with the Gene Expression Omnibus (GEO) repository (at http://www.ncbi.nlm.nih.gov/) under GSE246173 and GSE246848. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (Deutsch et al. 2023) via the PRIDE (Perez-Riverol et al. 2022) partner repository with the dataset identifier PXD046263.

How the deposited data were processed for this re-analysis (not part of the article)

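RNA-seq counts were analysed for 12 samples of wild-type Col-0 seedlings, 3 each of normoxia/mock (NM), hypoxia/mock (HM), normoxia/flg22 (NF) and hypoxia/flg22 (HF), after 1 h of treatment with 100 nM flg22 or mock. Samples were assigned to conditions and replicate numbers from their labels, which name both. The other RNA-seq experiment of the paper, with the a1a2 mutant, was not analysed here.

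The authors filtered paired-end reads with SOAPnuke, aligned them with HISAT and deposited an expected count per gene, without normalization, in a table that holds 23396 genes. The genome build, the annotation, the counting tool and the use of strand are not named in the text of the paper. No coordinates are given for that reason, and genes are named by symbol and AGI locus. All 23396 gene identifiers were matched to the RefSeq gene table of TAIR10.1, which was used for names and product descriptions only. Reads shared between similar or overlapping genes were assigned by the authors' counting and could not be examined further. The group means that the same table contains were not used.

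The expected counts were rounded to whole numbers, since 2.3% were not whole; the tests had been set for whole-number counts, and the same tests were used on the rounded values. Counts were normalized with TMM factors (0.828 to 1.23) and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in a single fit of all 12 samples with the 4 group means and no other covariate. Genes were kept with filterByExpr at a minimum count of 10, which left 20074. The comparisons were HM vs NM, NF vs NM, HF vs NM, HF vs NF, HF vs HM and the interaction, which is the flg22 response in hypoxia minus that in normoxia. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2FC above 0.585, the cutoffs of the paper. Similarity, suppression and the share of DEGs found only in HF were computed from the sets of DEGs by the definitions that the region counts of Fig. 3, C and F give. Normalized counts scaled to the effective library size (CPM) are given as mean ± SD over 3 samples. Scores of gene sets were averaged per sample over log2 CPM, computed with a prior count of 2, and compared by exact permutation tests, for which 0.1 is the smallest p-value with 3 samples against 3. Gene families were taken from product descriptions and compared by two-sided Fisher's exact tests against all tested genes, with adjustment over 10 families. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

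The total count was between 21307650 and 21554050 in every sample, so that depth limited only genes with few counts. The spread between replicates was the larger limit, with a biological coefficient of variation of 0.362, or 0.237 with the replicate number as a block. The fits were tested on simulated data: at the estimated dispersion, edgeR recovered 133 of 200 genes changed by 2 on the log2 scale and called 10 unchanged genes among 20074, and DESeq2 on 2 groups recovered 177 and called 93 unchanged genes. At a dispersion of 0.04, they recovered 200 and 198 and called 10 and 21 unchanged genes. The simulated counts held no difference between replicate numbers.

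The alternatives were DESeq2 1.42.0 on all samples and on the 2 groups compared, edgeR on the 2 groups compared, DESeq2's size factors within edgeR, no filter on counts, a filter of at least 10 counts in every sample, no cutoff on the log2FC, the replicate number as a block, and each sample left out in turn. The pairing by replicate number comes from the sample labels; the paper names DESeq2 but neither a pairing nor the samples that entered each fit. After the data were seen, DESeq2 with the replicate block, edgeR with robust dispersion estimates, normalization by library size only and, for HM vs NM, DESeq2 with each HM sample left out were added.

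Genes were named by a rule that covered the genes the paper discusses for the crosstalk of hypoxia and flg22, for each comparison with NM the 3 largest rises and 3 largest falls among DEGs that changed in the same direction in all 3 same-numbered pairs with a mean of at least 10 counts, and the genes downregulated in all 3 comparisons. HM vs NM had no DEG to name, and KNAT4 and AT5G49170 were taken from the paper's lists.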

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

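Of the tests reported here, those on GC content and gene length, on exposure to flg22 and on the time of day were set before their results were seen, and all others were chosen after the patterns had been seen.

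A signal of flg22 response appeared in an HM sample, where the paper does not report one. Over 1026 genes that rose in NF vs NM in a fit of only those 2 groups, the mean log2 change relative to the mean of the NM samples was 1.545 in HM replicate 1, against -0.094 in HM replicate 2 and 0.483 in HM replicate 3. The NM samples were between -0.322 and 0.197, so that HM replicate 1 was 1.348 above the highest of them, and the NF and HF samples were between 2.576 and 3.332. HM replicate 1 exceeded the mean of the other HM samples by 1.351. A mislabelled sample is not supported, since the score of 1.545 is below the lowest flg22-treated sample at 2.576. A shift of all replicate 1 samples does not account for it, since NM replicate 1 exceeded the other NM samples by only 0.188. After the median difference of genes of the same GC content and length was taken off, an excess of 1.268 was left. The total count of 21544395 was within the range of the other samples, and the 10 genes with most counts took 5.63% of it, less than in any other sample. RNA of a flg22-treated sample mixed into HM replicate 1 would have to make up 27.52% of it if HF replicate 1 were the donor. The bound taken from its ratios to that donor was 19.18%. Single genes allow less, such as AT4G04480, with 0.21 CPM in HM replicate 1 and 50.5 CPM in HF replicate 1. For each of the 6 possible donors, the bound was below the share needed. Exposure of the living seedlings to some flg22 is not excluded. The excess rose with the NF vs NM change across genes (Spearman's rho 0.61, across genes, which are not independent replicates), but hypoxia and flg22 share part of their response, so that this correlation cannot tell the explanations apart. A stronger hypoxia response in this sample also remains, since 286 published hypoxia genes outside the flg22 list were higher in HM replicate 1 than in the other HM samples by 0.577. The excess in HM replicate 1 may thus reflect a stronger stress response in that sample or some exposure to flg22, and these cannot be told apart here. With 1 sample, no biological difference between conditions is at issue.

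In HM vs NM, DESeq2 on 2 groups called 151 genes with all samples. It called 97 without HM replicate 1, 259 without HM replicate 2 and 92 without HM replicate 3 (fits added after the data were seen). Of the 53 genes that the paper lists as upregulated in all conditions, 20, 46 and 27 were called in these fits. The number of genes called therefore does not set HM replicate 1 apart from HM replicate 3.

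Samples with the same replicate number resembled each other across conditions, except HF replicate 3, which the paper does not report on. When the replicate number was added to the edgeR fit, 6872 of 20074 genes differed between replicate numbers at an adjusted p-value under 0.05. The mean r of the deviations from the group means was 0.399 for samples with the same number (0.577 for replicate 1, 0.494 for replicate 2 and 0.126 for replicate 3, range -0.111 to 0.772) and -0.198 for samples with different numbers. The r of HF replicate 3 with the replicate 3 samples of NM, HM and NF was -0.009, -0.047 and -0.111, and with their replicate 1 samples 0.303, 0.255 and 0.276. Deviations within a group sum to 0, which lowers the second value in advance. After the medians of genes of the same GC content and length were taken off, the mean r of same-numbered samples was 0.398 and the variance of the deviations had changed by 1.04%, so that this correction took off no part of the resemblance, and a bias of another form was not tested. Library size did not follow the replicate number, since replicate 1 was at the same end of the totals in at most 2 of the 4 groups. Other measures of the libraries did follow it. The number of genes detected was highest in replicate 1 and lowest in replicate 2 in all 4 groups (21831 and 21005 in NM, for example), and the TMM factor was lowest in replicate 2 in all 4 groups (0.828 in HF replicate 2). The time of day was tested with clock genes. The morning genes CCA1 and LHY were lower in replicate 1 than in the other replicates in all 4 groups (mean differences from -2.42 to -1.59). The mean of the evening genes differed in the opposite direction in 3 of the 4 groups. In HM it was lower as well (-0.356), but there the single evening genes ranged from -1.402 (GI) to 0.513 (TOC1). Because the evening genes differed among themselves, a difference in the time of day is neither shown nor excluded. The seedlings were also kept in continuous light, where clock genes need not follow the hour of harvest, so that this test could not decide the question. The labels and the paper give no batch or date, and none was tested. No biological explanation was tested, because the design gives none for replicate numbers.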

How the results depend on the processing

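The alternatives were set before the data were examined, except for DESeq2 with the replicate block, robust dispersion estimates, normalization by library size only and the fits of HM vs NM without single HM samples, which were chosen after the data were seen. The comparison with other splits of the samples was also chosen after the results were seen. The alternative set of genes called up in all 3 comparisons, planned in place of the paper's 53 genes, was not run, since there were none in the fit of all 12 samples. No value of the suppression score could be given for fits without DEGs in HM vs NM. The cause of a change between settings was not tested.

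The numbers of DEGs in NF vs NM (1419) and HF vs NM (2095) were between 1095 and 2855 and between 1757 and 3922 under the alternatives that left out no replicate. They were 2315 and 3362 with the replicate block, and 2855 and 3922 with DESeq2 and the block. In HM vs NM, the 0 DEGs (1191 genes at an unadjusted p-value under 0.05) became 166 with DESeq2 on all samples, 151 with DESeq2 on 2 groups, 13 with the replicate block and 472 with DESeq2 and the block. In HF vs NF, the 0 DEGs (992 genes at an unadjusted p-value under 0.05) became 110, 144, 21 and 375 in the same order, and 2 with at least 10 counts in every sample. In HF vs HM, the 879 DEGs became 1694, 1417, 1915 and 2793, and 290 with edgeR on 2 groups. The interaction had 0 DEGs (227 genes at an unadjusted p-value under 0.05) except with DESeq2 and the block, which gave 19.

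The DEGs shared by NF vs NM and HF vs NM numbered 1255, and 1932 with the replicate block and 2298 with DESeq2 and the block. For HM vs NM and HF vs NM, DESeq2 on all samples gave 154, DESeq2 on 2 groups 134, the replicate block 12 and DESeq2 with the block 340 in place of 0. For all 3 comparisons, the same settings gave 91, 61, 3 and 189 in place of 0. HF-only DEGs numbered 840, and 1421 with the block, 1473 with DESeq2 and the block and 1492 with library size only. NF-only DEGs numbered 164, and 272 with DESeq2 on all samples, 302 with DESeq2 on 2 groups, 95 with edgeR on 2 groups, 383 with the replicate block and 545 with DESeq2 and the block. Of the NF-only DEGs, 0 differed between HF and NF (44 at an unadjusted p-value under 0.05), against 9 with DESeq2 on all samples, 14 with DESeq2 on 2 groups, 2 with the replicate block and 31 with DESeq2 and the block. Of the HF-only DEGs, 0 differed (330 at an unadjusted p-value under 0.05), against 36, 39, 9 and 125, and 1 with at least 10 counts in every sample. The DEGs of HM vs NM in the published hypoxia list numbered 86, 77, 6 and 132 in place of 0.

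The similarity score of upregulated genes was 0.05 with DESeq2 on all samples, 0.033 with DESeq2 on 2 groups and 0.076 with DESeq2 and the block in place of 0. The share of upregulated HF DEGs found in neither single stress (0.261) was 0.221 with DESeq2 on all samples, 0.237 with DESeq2 on 2 groups, 0.335 with edgeR on 2 groups, 0.227 with DESeq2 and the block and 0.22 with library size only. For downregulated genes (0.825) it was 0.738, 0.679, 0.856 and 0.632 in the first 4 of these, and 0.731 with the replicate block. The suppression score was negative for both directions with DESeq2 on all samples, DESeq2 on 2 groups and the replicate block, and negative for upregulated genes without HM replicate 2 (-0.105) and without NF replicate 2 (-0.056), where no gene was downregulated in HM vs NM. It was positive (0.0447 and 0.1342) with DESeq2 and the block. Counting genes absent from HF in place of genes unique to a single stress gave the same scores, except 0.0473 and 0.1397 with DESeq2 and the block.

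The odds ratio of transcription factors among HF-only DEGs (1.86) stayed above 1 with a p-value under 0.05 (Fisher's exact test) in every fit, between 1.56 and 1.97 with all samples and between 1.73 and 2.23 with single samples left out. That of cytochromes P450 (1.76, Fisher's exact test, p = 0.0603) passed this threshold with DESeq2 on all samples (2.04), DESeq2 on 2 groups (2.33), no count filter (1.92), at least 10 counts in every sample (2.08), the replicate block (1.9), DESeq2 with the block (1.89), robust dispersion (1.91) and library size only (1.8). Over the 53 genes, HF minus NF (1.04) was between 0.92 and 1.05 and HF minus HM (1.60) between 1.37 and 1.60 under the alternatives with all samples, which is less than the spread between replicates.

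Normalization by library size only moved the share of upregulated DEGs from 91.0% to 75.2% in NF vs NM, from 75.2% to 46.2% in HF vs NM and from 87.6% to 60.9% in HF vs HM. The median log2FC of all genes under it was lower by 0.12 to 0.28 in these comparisons and in HM vs NM and HF vs NF (for HF vs NM, -0.277).

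With each sample left out in turn, the DEGs numbered from 0 to 55 in HM vs NM, from 859 to 1570 in NF vs NM, from 1367 to 2199 in HF vs NM, from 0 to 10 in HF vs NF (10 without HM replicate 2), 0 in the 12 fits of the interaction, and from 35 to 1532 in HF vs HM. The shared DEGs ranged from 788 to 1383 for NF vs NM and HF vs NM, from 0 to 55 for HM vs NM and HF vs NM, and from 0 to 29 for all 3 comparisons. HF-only DEGs ranged from 338 to 1044, with 0 to 2 that differed between HF and NF, and NF-only DEGs from 44 to 312, with 0 to 1. The similarity score of upregulated genes ranged from 0 to 0.02, the share found only in HF from 0.156 to 0.417 for upregulated and from 0.723 to 0.971 for downregulated genes, the number of HM DEGs in the published list from 0 to 40, and the odds ratio of cytochromes P450 from 1.1 to 2.61.

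Of the values of single genes under the alternatives, 297 kept their direction and side of the threshold, 26 passed it only under the alternative and 7 reversed. MPK6 in HF vs NF (0.097) was -0.025 with library size only and ranged from -0.056 to 0.268 with single samples left out. MPK4 in HF vs NF (0.134) ranged from -0.013 to 0.32, and ADH1 in NF vs NM (-0.055) from -0.232 to 0.284. Depth limits the genes with few counts, such as YUC2, AT4G38860 and AT5G49170, whose HF samples had 17 counts or fewer.

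Other splits of the samples were compared with the real ones. Of the 10 splits of the 6 samples of 2 groups into 3 and 3, only 4 part all 3 same-numbered pairs as the real one does, so that the share of splits as large as the real one cannot be below 1 of 4. The real split alone reached its number of DEGs in NF vs NM, HF vs NM and HF vs HM (1 of 4), and alone reached its number of genes at an unadjusted p-value under 0.05 in HM vs NM and HF vs NF (1 of 4). For the interaction, 3 of 4 splits gave as many genes at an unadjusted p-value under 0.05. Those splits regrouped only the HF and NF samples and left the HM and NM samples in place. The difference between HM and NM therefore stayed in the contrast, so that they do not test the interaction. The other 6 splits put same-numbered samples on the same side, and some gave larger results, for example the following. Setting HM replicate 1 and NM replicates 1 and 3 against the rest gave 5162 genes at an unadjusted p-value under 0.05 (1191 in the real split) and 2826 DEGs with DESeq2 (151 in the real split). HF replicates 1 and 3 with NF replicate 1 gave 2185 (992) and 708 (144), and HF replicates 1 and 3 with HM replicate 1 gave 4344 (3431) and 3183 (1417). The edgeR fits of these 3 splits gave 3, 0 and 1 DEGs, against 0, 0 and 879 in the real splits. The real splits have 1 sample of each replicate number on each side, so that a difference between replicate numbers adds to their spread.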

Differences from the paper's values

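The paper reports 145 DEGs in HM vs NM, and 0 were found here. DESeq2 gave 166 on all samples and 151 on 2 groups, neither of which differs from the paper's value by the criteria used. The other alternatives set before the data were examined did not close the gap, with 13 for the replicate block, 0 to 55 with single samples left out, and 0 for the rest. DESeq2 with the block, chosen after the data were seen, gave 472, and DESeq2 on 2 groups without HM replicate 1, 2 or 3, also chosen after the data were seen, gave 97, 259 and 92.

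For DEGs shared by HM vs NM and HF vs NM, the paper's value is 131 and the value here 0. DESeq2 on all samples (154) and on 2 groups (134) closed the gap, and no other alternative set before the data were examined did. For DEGs common to all 3 comparisons, the paper's value is 59 and the value here 0. Only DESeq2 on 2 groups (61) closed the gap, and DESeq2 on all samples gave 91.

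For DEGs found in NF vs NM only, the paper's value is 304 and the value here 164. DESeq2 on all samples (272), DESeq2 on 2 groups (302), the replicate block (383) and the fit without HF replicate 2 (312) closed the gap, and the other alternatives set before the data were examined did not.

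The similarity score of upregulated genes is about 0.031 in Fig. 3I, read by eye, and 0 here. That of downregulated genes is about 0.0061 in Fig. 3I, read by eye, and 0 here. DESeq2 on 2 groups closed both gaps (0.033 and 0.006), and none of the other alternatives set before the data were examined did.

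The paper gives a negative suppression score for both directions. No score could be computed in the fit of all 12 samples. It was negative with DESeq2 on all samples (-0.0374 for upregulated and -0.1613 for downregulated genes), DESeq2 on 2 groups (-0.0155 and -0.1228) and the replicate block (-0.0269 and -0.372), negative for upregulated genes without HM replicate 2 (-0.105) and without NF replicate 2 (-0.056), and positive with DESeq2 and the block (0.0447 and 0.1342), a setting chosen after the data were seen. The paper lists FLS2 and EFR among the DEGs found only in NF vs NM. Here the log2FC of FLS2 in NF vs NM was 0.787 and that of EFR 1.577, above the cutoff, but their adjusted p-values were 0.086 and 0.0584. FLS2 passed in NF vs NM with DESeq2 on all samples, on 2 groups and, chosen after the data were seen, with the block, and in the edgeR fit without HM replicate 2. EFR passed with the same 4 settings, with the replicate block and without NM replicate 3 or HM replicate 3, but with the replicate block and with DESeq2 and the block it also passed in HF vs NM. The paper lists LBD41 and ADH1 as DEGs in HM vs NM. Here their log2FC was 4.99 and 3.31, with adjusted p-values of 0.0578 and 0.194. Both passed with DESeq2 on all samples, with DESeq2 on 2 groups, without HM replicate 2 and, chosen after the data were seen, with DESeq2 and the block, and LBD41 also passed with the replicate block and without NF replicate 2. The paper states that genes for cytochromes P450 were enriched among the genes downregulated only in HF vs NM. Among the 428 such genes found here they were as well (odds ratio 2.4, Fisher's exact test, adjusted p = 0.0422), so that this is not a difference. Over all 840 HF-only genes, to which the paper's statement does not refer, the p-value was 0.0603 (Fisher's exact test).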

Other observations

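The test of the flg22 response in hypoxia against that in normoxia was set before its result was seen. Over 1793 genes chosen because the mean of their flg22 changes in normoxia and hypoxia was above 1 (log2), the median change was 1.548, 2.605 and 2.123 in normoxia and 1.072, 2.299 and 1.969 in hypoxia for replicates 1, 2 and 3. It was smaller in hypoxia in 3 of 3 pairs, which chance gives in 12.5% of cases for a given direction. A candidate explanation is that hypoxia dampens the flg22 response across its genes, for which a smaller change in each pair would be seen. A raised level of these genes in hypoxia without flg22 would give the same result, and it cannot be told apart from a weaker induction: the median of HM minus NM was 0.801, 0.142 and 0.105 in the 3 pairs, while that of HF minus NF was 0.298, -0.092 and -0.122. In pair 1, the difference therefore goes with the mock sample HM replicate 1, and the level in HF was not below that in NF. In edgeR, no single gene passed the interaction test after adjustment, either without the replicate block (227 with an unadjusted p-value under 0.05, of which 181 had a lower and 46 a higher flg22 change in hypoxia) or with it (498, of which 346 were lower and 152 higher). The balance rested on HM replicate 1: without this sample and without the block, 263 genes had an unadjusted p-value under 0.05, of which 115 were lower and 148 higher, whereas more were lower than higher in each of the 11 fits that left out another sample. DESeq2 with the block, chosen after the data were seen, called 19 genes, 13 lower and 6 higher. Without the block, other splits of the HF and NF samples gave as many such genes. The HM and NM samples stayed in place in those splits, so that they cannot decide whether chance gives as many.

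The paper states that the expression of MPK3, MPK4 and MPK6 was not repressed in HF compared with NF (Supplementary Fig. S5C). Their log2FC in HF vs NF was 0.38 (SE 0.48), 0.13 (SE 0.19) and 0.097 (SE 0.22), with an adjusted p-value of 0.996 for each (edgeR's quasi-likelihood test). With the replicate block it was 0.38 (SE 0.46), 0.14 (SE 0.14) and 0.10 (SE 0.10), with adjusted p-values of 0.753, 0.688 and 0.694. MPK4 and MPK6 were higher in HF in 3 of 3 same-numbered pairs and MPK3 in 2 of 3.

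The paper did not detect the upregulation of many hypoxia marker genes by flg22, and names ADH1 and PCO1 as examples. In these samples, ADH1 had 10.8 ± 3.95 CPM in NM and 10.4 ± 2.55 in NF (SD, n = 3), and PCO1 had 3.88 ± 1.71 and 6.83 ± 4.25 (SD, n = 3), with a log2FC in NF vs NM of -0.055 (SE 0.61) and 0.81 (SE 0.61). ADH1 was higher in NF in 1 of 3 same-numbered pairs and PCO1 in 3 of 3. LBD41, which the paper names among the genes that respond to both hypoxia and flg22, rose from 18.4 ± 4.93 CPM in NM to 81.8 ± 63.8 in NF (SD, n = 3), a log2FC of 2.16 (SE 0.58, adjusted p = 0.0489, edgeR's quasi-likelihood test), also higher in 3 of 3 pairs. ADH1 reached 106 ± 71.1 CPM in HM and 260 ± 196 in HF (SD, n = 3), a large spread in both groups.

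Genes that the paper measured by RT-qPCR in other samples were also among the counts. MYB51 had 16.6 ± 3.07 CPM in NM, 66.7 ± 68.2 in HM, 362 ± 140 in NF and 244 ± 42.4 in HF (SD, n = 3). Its log2FC in HF vs NF was -0.57 (SE 0.60, adjusted p = 0.996, edgeR's quasi-likelihood test), and it was lower in HF in 3 of 3 same-numbered pairs. Its interaction was -2.57 (SE 0.86, unadjusted p = 0.0122, adjusted p = 1.0), and -2.39 with the replicate block (SE 0.81, unadjusted p = 0.015, adjusted p = 1.0; edgeR's quasi-likelihood test). This value rests in part on HM replicate 1, where MYB51 had 145 CPM, against 18.0 and 37.4 CPM in HM replicates 2 and 3. CYP83B1 had 589 ± 111 CPM in NF and 509 ± 77.1 in HF (SD, n = 3), a log2FC of -0.21 (SE 0.47, adjusted p = 0.996). It was lower in HF in replicates 2 and 3 but higher in replicate 1 (586 CPM in HF against 522 CPM in NF).

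The HM means of CPK28, WRKY33, RBOHD, MYB51 and MPK3 rested largely on HM replicate 1, with 189, 647, 793, 145 and 509 CPM there. In the same order, these genes had 30.7, 60.8, 60.8, 18.0 and 104 CPM in HM replicate 2. In HM replicate 3 they had 59.1, 165.0, 125, 37.4 and 194 CPM.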
